# The Nuclear Effector of Wnt-Signaling, Tcf1, Functions as a T-Cell–Specific Tumor Suppressor for Development of Lymphomas

**DOI:** 10.1371/journal.pbio.1001430

**Published:** 2012-11-20

**Authors:** Machteld M. Tiemessen, Miranda R. M. Baert, Tom Schonewille, Martijn H. Brugman, Farbod Famili, Daniela C. F. Salvatori, Jules P. P. Meijerink, Ugur Ozbek, Hans Clevers, Jacques J. M. van Dongen, Frank J. T. Staal

## Abstract

The HMG-box factor Tcf1 is required during T-cell development in the thymus and mediates the nuclear response to Wnt signals. Tcf1^−/−^ mice have previously been characterized and show developmental blocks at the CD4−CD8− double negative (DN) to CD4+CD8+ double positive transition. Due to the blocks in T-cell development, Tcf1^−/−^ mice normally have a very small thymus. Unexpectedly, a large proportion of Tcf1^−/−^ mice spontaneously develop thymic lymphomas with 50% of mice developing a thymic lymphoma/leukemia at the age of 16 wk. These lymphomas are clonal, highly metastatic, and paradoxically show high Wnt signaling when crossed with Wnt reporter mice and have high expression of Wnt target genes *Lef1* and *Axin2*. In wild-type thymocytes, Tcf1 is higher expressed than Lef1, with a predominance of Wnt inhibitory isoforms. Loss of Tcf1 as repressor of Lef1 leads to high Wnt activity and is the initiating event in lymphoma development, which is exacerbated by activating Notch1 mutations. Thus, Notch1 and loss of Tcf1 functionally act as collaborating oncogenic events. Tcf1 deficiency predisposes to the development of thymic lymphomas by ectopic up-regulation of Lef1 due to lack of Tcf1 repressive isoforms and frequently by cooperating activating mutations in *Notch1*. Tcf1 therefore functions as a T-cell–specific tumor suppressor gene, besides its established role as a Wnt responsive transcription factor. Thus, Tcf1 acts as a molecular switch between proliferative and repressive signals during T-lymphocyte development in the thymus.

## Abstract 2

Tcf1 is known to function as a transcriptional activator of Wnt-induced proliferation during T cell development in the thymus. Evidence for an additional contrasting role for Tcf1 as a T-cell specific tumor suppressor gene is now presented.

## Author Summary

Cancers often develop as a consequence of deregulated expression of key factors that operate during normal development. T-cell factor 1 (Tcf1) has an established role in the nuclear response to Wnt signaling during normal T-cell development in the thymus. Here we show in mice that the absence of Tcf1 can trigger tumorigenesis. As expected from previous work, lack of Tcf1 results in a small thymus with several partial blocks in T-cell development in the thymus. Surprisingly, we observe that a large proportion of Tcf1^−/−^ mice spontaneously develop thymic lymphomas. Thorough investigation of these thymic-derived tumors revealed that the mechanism underlying these lymphomas is, paradoxically, increased levels of Wnt-signaling. We propose that Wnt-signaling in these tumors is mediated by up-regulated expression of the Tcf1-homologue, Lef1, and specifically its long isoform. Furthermore, we have evidence to propose that in a normal thymus, short isoforms of Tcf1 that cannot respond to Wnt signals act as repressors of Lef1-mediated Wnt-signaling. Thus, we propose that Tcf1 has a dual function developing T cells in mice: it functions as a T-cell–specific tumor suppressor gene in addition to its established role as a transcriptional activator of Wnt-induced proliferation. Whether loss of function of Tcf-1 as a tumor suppressor gene actually occurs in human T-cell lymphoblastic leukemias is currently under investigation.

## Introduction

Cancers often develop as consequence of deregulated expression of key factors that operate during normal development. Deregulation of the Wnt signaling pathway has been implicated in many types of malignancies, especially in solid tumors (reviewed in [1]–[3]). Mutations in different components of the Wnt pathway are found to contribute to carcinogenesis [3]. During normal development, Wnt proteins function as proliferation-inducing growth factors and may also affect cell-fate decisions [4]–[6]. Wnt proteins bind to their Frizzled receptors, thereby preventing proteosomal degradation of the Wnt mediator β-catenin. Subsequently, β-catenin is translocated to the nucleus, where it forms an active transcription complex with the nuclear proteins downstream of the Wnt pathway: TCF1 (T-cell factor 1, the product of the Tcf7 gene, referred to as Tcf1 throughout this article), LEF1 (Lymphocyte-Enhancer-binding Factor), or the homologous factors TCF4 and TCF3. All TCF/LEF factors belong to a family of high-mobility-group (HMG) proteins that utilize the HMG box for sequence-specific DNA binding. The HMG boxes of these factors are virtually identical and likely display indistinguishable DNA-binding specificities [7],[8]. TCF/LEF nuclear proteins exist as transcriptional repressors and only upon binding to β-catenin will form an active transcription complex. For TCF1, at least eight isoforms have been identified with different capacities to bind β-catenin, thereby influencing the responsiveness of cells toward Wnt signals [9]. The long isoforms of TCF1 contain the amino-terminal β-catenin-binding domain, whereas the shorter isoforms lack this domain and will therefore function as the naturally occurring repressors of the pathway.

A large body of evidence has shown that canonical Wnt signaling is essential for thymocyte proliferation and normal T-cell development [10]–[16]. Among the Wnt proteins, specifically Wnt1 and Wnt4 are essential for thymocyte proliferation [11], which is reflected in mice deficient for Wnt1 and Wnt4 that display low thymic cellularity [15]. In addition, overexpression of Wnt4 selectively expands thymic output from transduced hematopoietic stem cells [17]. Recently, we showed that another Wnt protein, Wnt3a, plays a crucial role in fetal thymopoiesis, with Wnt3a^−/−^ thymi showing severely reduced numbers of DP and a block of the preceding CD8+ Immature Single Positive (ISP) stage [18], thereby displaying an exact phenocopy of fetal thymi in Tcf1^−/−^ mice.

Studies on mice deficient for the Wnt-responsive nuclear proteins reveal crucial roles for Tcf1 in T-cell development and Lef1 in B-cell development [19],[20]. Tcf1^−/−^ mutant mice have a severe reduction of thymic cellularity and a partial block in thymocyte differentiation at the transition from the CD8+ ISP stage to the CD4+CD8+ double positive (DP) stage [19]. Thymocytes of Tcf1^−/−^ mice do not proliferate as strong as their wild-type counterparts [21]. These data indicate that lack of Tcf1 mainly results in lack of proliferation and therefore expansion of the thymocytes. Although Lef1^−/−^ mice have normal T-cell development, mice deficient in both Lef1 and Tcf1 have a complete block in T-cell differentiation at the ISP stage, which indicates redundancy between these two factors [22]. The block in T-cell development in Tcf1-deficient mice was shown to be caused by lack of Wnt mediated signals, as Tcf isoforms without the β-catenin binding domain could not restore T-cell development, but Tcf isoforms containing the interaction domain with the Wnt mediator β-catenin fully reconstituted T-cell development [23]. In addition, soluble Frizzled receptors acting as inhibitors of Wnt signaling [11], or overexpression of an inhibitor of the interaction between β-catenin and Tcf/Lef factors, ICAT [13], inhibited T-cell development at the same stages as Tcf1 KO mice. Recent studies by the laboratories of Bhandoola and Gounari further emphasize the importance of Tcf1 as a critical regulator of T-lineage specification and differentiation. These investigators demonstrate that Tcf1 is critical for induction of a T-cell-specific gene program in stem cells and uncommitted progenitors [16]. In addition, the Gounari lab showed that ETPs lacking Tcf1 fail to develop normally [10]. Together, these studies conclusively point to Tcf1 as an essential transcriptional regulator of T-cell specification, commitment, and lineage determination [24]. Here we report that Tcf1, besides acting as a Wnt responsive transcription factor, also has an important other function, namely as tumor suppressor for the development of T-cell lymphomas.

## Results

### Lack of Tcf1 Induces Thymic Lymphomas with High Frequency

The generation of mice lacking the Wnt-responsive factor Tcf1 revealed a crucial role for Tcf1 in T-cell development [19]. Tcf1^−/−^ mice have thymi characterized by low cellularity (fewer than 10^7^ cells at 6–8 wk of age, compared to >10^8^ cells in littermates [19]), which is due to the blocks at the DN and ISP developmental stages. Strikingly, over time an increasing number of Tcf1^−/−^ mice were found with an extremely enlarged thymus (example in Figure 1A). The occurrence of these enlarged thymi in Tcf1^−/−^ mice was not a rare finding. Studying the thymi of 150 Tcf1^−/−^ mice showed a clear bimodal distribution in thymic cellularity (Figure 1B). A threshold in thymocyte numbers occurs at 18×10^6^ thymocytes. A cellularity of <18×10^6^ cells can therefore be regarded as a normal size Tcf1^−/−^ thymus, whilst a thymus with a cellularity >18×10^6^ cells can be regarded as an abnormal enlarged thymus. The right graph of Figure 1B demonstrates an increasing percentage of Tcf1^−/−^ mice with a hyperplastic thymus with increasing age. This hyperproliferation could be caused by increased normal proliferation or by the presence of a clonal population of tumor cells. Results described below collectively demonstrate that these cells are neoplastic in nature and represent thymic lymphomas (Figures 1C and 2). Immunohistochemical analysis shows that neoplastic cells completely disrupted the thymic architecture (Figure 1C), and loss of corticomedullary demarcation was evident. Neoplastic cells invaded the thymic capsule, neighboring adipose tissue, thoracic organs, liver, kidney, spleen, and lymph nodes. Abdominal organs (liver and kidney) and lymphatic tissues (spleen and lymph nodes) have been shown to be preferential sites for metastasis of systemic lymphomas [25].

**Figure 1:**
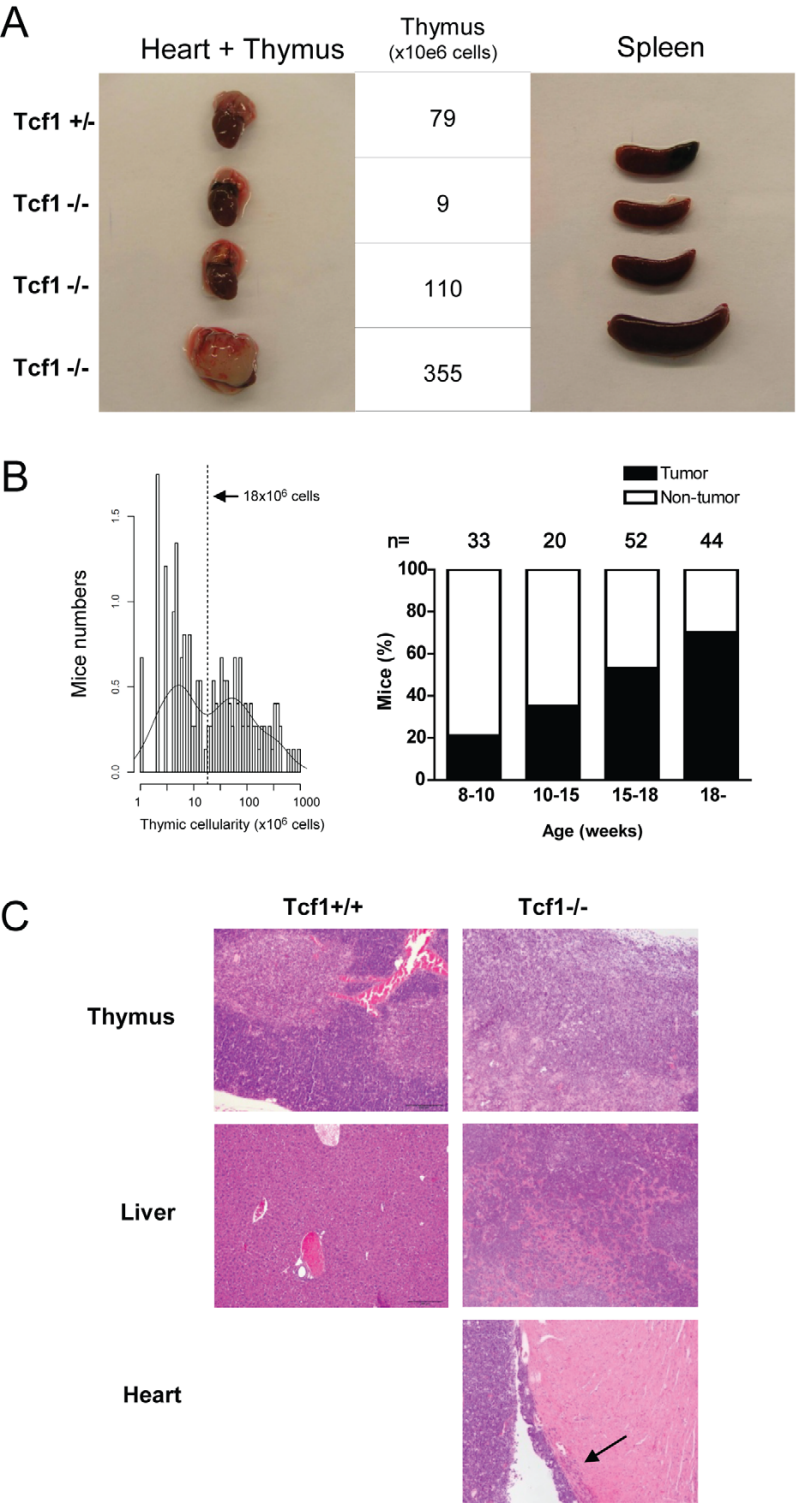
Tcf1^−/−^ mice develop thymic lymphomas. (A) Heart with thymus and spleen of one Tcf1^+/−^ and three Tcf1^−/−^ mice are shown. The number of thymocytes of the mice is from top to bottom: 79, 9, 110, and 355×10^6^ cells. (B) Tcf1^−/−^ mice are sacrificed at a certain age (8–10, 10–15, 15–18, or >18 wk), and according to the bimodal distribution of the thymus size, mice were considered to have a tumor when the thymus contains >18×10^6^ cells. In total 150 Tcf1^−/−^ mice were analyzed. The percentage of mice categorized to have a tumor is shown for each age group in the right panel. (C) Histopathology of normal tissue compared to tumors from Tcf1^−/−^ mice. Paraffin sections of thymus, liver (Tcf1^+/+^ and Tcf1^−/−^), and heart (Tcf1^−/−^ only) were stained with hematoxylin and eosin (HE). The HE sections of the Tcf1^−/−^ mouse show neoplastic cells arranged in cords and sheets in the thymus that infiltrate in the liver and the heart; final magnification, 100×.

**Figure 2:**
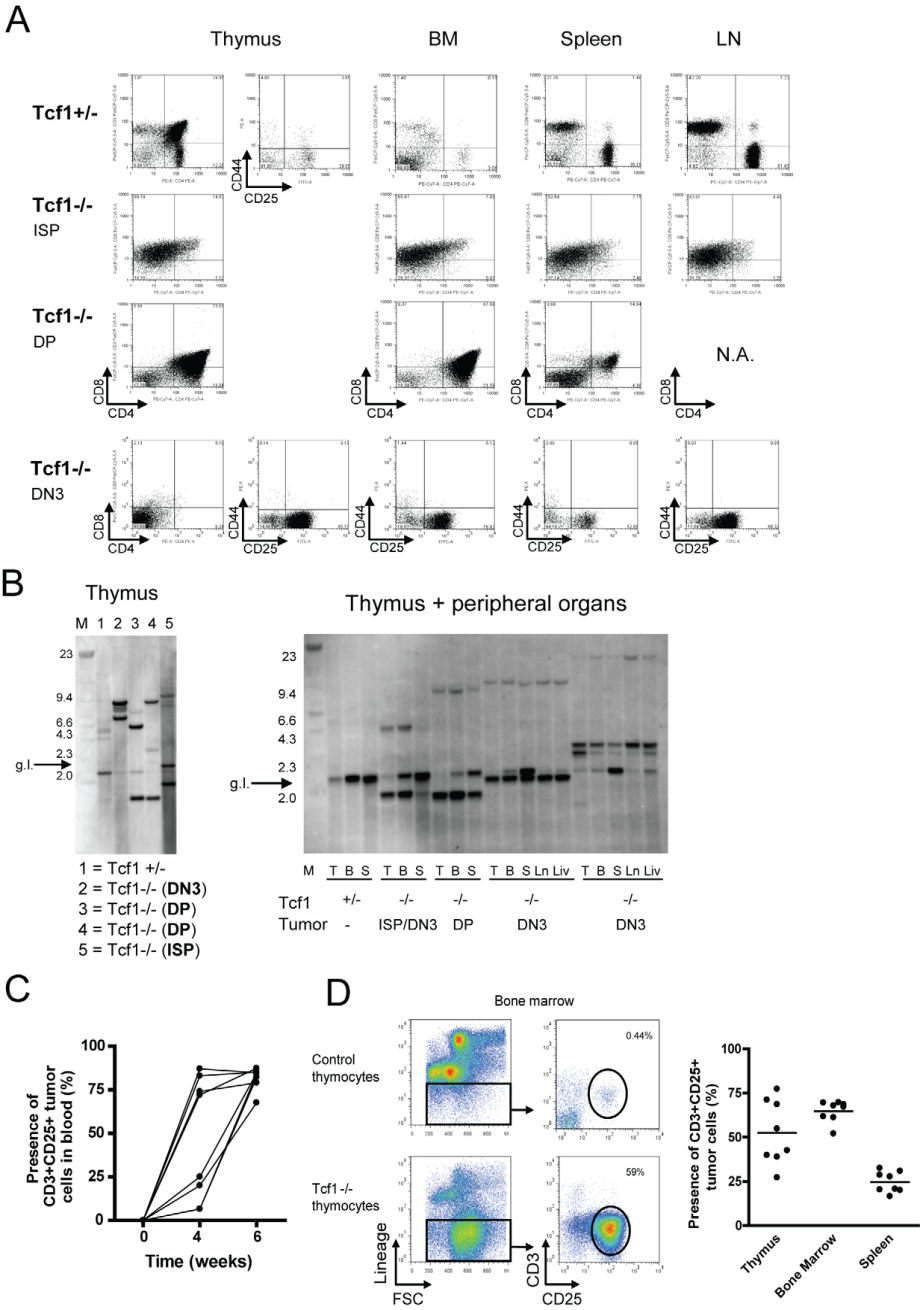
Tcf1^−/−^ thymic lymphomas are phenotypically heterogeneous, malignant, and oligoclonal. (A) Thymocytes, bone marrow (BM) cells, splenocytes, and lymphocytes obtained from lymph nodes (LN) were stained for CD4, CD8, CD44, and CD25. The CD4/CD8 and CD44/CD25 plot is shown for lineage negative cells for all the different organs. Results are shown for one Tcf1^+/−^ mouse and three representative Tcf1^−/−^ mice. (B) Left panel, genomic DNA was prepared from thymocytes derived from a Tcf1^+/−^ mouse (Lane 1, showing the germline band and a faint pattern of additional bands) and four different Tcf1^−/−^ mice with thymic lymphomas (DN3 tumor, Lane 2; DP tumors, Lanes 3 and 4) and an ISP tumor (Lane 5). The asterisk indicates the fragment expected for the germ-line (g.l.) TCRβ gene configuration. On the left side, a size marker (M) was included of which the sizes are indicated in the figure (kD). Right panel, genomic DNA was prepared from different organs, T (thymus), B (bone marrow), S (spleen), LN (lymph nodes), and Liv (liver) of one control Tcf1^+/−^ mouse and four different Tcf1^−/−^ mice. The phenotype of the lymphoma as determined by FACS analysis is shown for each mouse. The first lane includes a size marker (M) of which the sizes (kD) are indicated in the figure. (C) Tcf1^−/−^ tumor cells characterized by an intermediate expression of CD3 and CD25 were injected into sublethally irradiated Rag1^−/−^ mice by tail vein injection. Mice were bled at the time of injection, 4 and 6 wk after injection. The presence of CD3+CD25+ tumor cells in blood is indicated per mouse (*n* = 8). (D) Six weeks after transfer of the cells, the mice were sacrificed and the thymus, bone marrow, and spleen were analyzed for the presence of tumor cells. Cell suspensions were stained for lineage markers (Mac1, Gr1, B220, Ter119, and NK1.1) and CD4, CD8, CD3, CD44, and CD25. An example of the gating strategy is shown for a bone marrow sample. The percentage of CD3+CD25+ tumor cells is shown per mouse per organ.

### Tcf1^−/−^ Induced Thymic Lymphomas Are Clonal and Highly Metastatic

The lymphomas have different phenotypic characteristics that to some extend reflect the developmental blocks. Thus, the different lymphomas in the Tcf1^−/−^ thymi were categorized into several phenotypically distinct subgroups or mixtures thereof: DN1, DN3, ISP, or the DP stage (examples of DN3, ISP, and DP lymphomas are shown in Figure 2A). The different phenotypes are not correlated to the age of the mice, and their frequency is: 5% DN1, 32.5% DN3, 40% ISP, and 22.5% DP (*n* = 40 Tcf1^−/−^ tumor mice). The thymocytes overpopulating the thymus were present in other hematopoietic organs such as spleen, bone marrow, and lymph nodes (Figure 2A), suggesting the high malignant capacity of these cells to invade other organs as expected from the size of the organs. To examine whether this aggressive proliferation of thymocytes was due to clonal expansion, a Southern Blot analysis was performed, using the Jβ2 region of the TCRβ gene. In contrast to DNA from a Tcf1^+/−^ control thymus, which shows the germline band (g.l. indicated by the arrow) and a heterogeneous mix of bands characteristic of a polyclonal cell population (Figure 2B, left panel, Lane 1), the lymphoma samples only showed between two and four distinct bands (germline and one or more rearranged alleles), indicating that they consisted of one or two independent clones (Figure 2B, left panel, Lanes 2–5). Interestingly, the same clonal band was found in the metastases in the secondary organs, BM, spleen, liver, and lymph nodes (Figure 2B, right panel). To further confirm the malignancy of these thymic lymphomas and their ability to grow autonomously and invade the organs in secondary recipients, 5×10^5^ thymocytes were transferred into sublethally irradiated Rag1^−/−^ recipients. The malignant donor thymocytes were derived from Tcf1^−/−^ mice, characterized by intermediate expression of CD3 and CD25, and control donor thymocytes were obtained from Tcf1^+/−^ mice. Four weeks after transfer, the tumor cells (as characterized by the expression of CD3 and CD25) were present in peripheral blood in 50% of the recipient mice (Figure 2C). Six weeks after transfer, all animals were sacrificed. Recipients receiving the malignant thymocytes of Tcf1^−/−^ origin all displayed an enlarged liver and spleen, and tumor cells were detectable by flow cytometry in all organs tested (thymus, BM, spleen; Figure 2D). Together these results demonstrate that a lack of Tcf1 predisposes mice to a high risk of developing thymic lymphomas, which are clonal and characterized by an aggressive metastatic phenotype. These results indicate that Tcf1 functions as a tumor suppressor gene in the thymus.

### Tcf1^−/−^ Thymic Lymphoma Cells Exhibit Deregulated Wnt Pathway

To gain insight into the molecular mechanism underlying the Tcf1-deficient tumor development, we compared the gene expression profile of thymocytes derived from Tcf1^−/−^ mice with tumors, Tcf1^−/−^ mice of similar age without tumors, and control Tcf1^+/−^ mice. Samples of 17 mice were studied by genome-wide expression profiling using Affymetrix microarrays, namely five control Tcf1^+/−^ mice, four Tcf1^−/−^ mice without tumor, and eight thymic tumors from Tcf1^−/−^ mice. 

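RNA from the thymus of each of the 17 mice was hybridized to an Affymetrix mouse genome array of its own. The legend of Fig. 3 names thymi and the Methods name homogenized thymocytes as the source, and the paper's text describes no purification for these arrays, so transcripts of epithelial cells, fibroblasts and other immune cells of the thymus can be among those measured. The authors normalized and summarized the arrays by Robust Multichip Average (RMA), and the deposited values are log2 signals per probe set. The paper's text does not state whether the 17 arrays were normalized together. In the array's annotation, 34958 probe sets carry a single gene symbol, and each of the 18194 genes was represented by its probe set with the highest mean signal. A gene was tested if its probe set lay above the 40th percentile of the array in at least 4 arrays, which kept 13756 genes. Groups were compared in pairs with limma, and genes at an adjusted p under 0.05 (Benjamini-Hochberg) are given as changed. These settings, the gene lists and the rule for the genes to be named were set before the data were examined. The arrays of Tcf1+/- replicates 1 and 2 and of lymphoma replicates 1 and 2 stood apart from the other 13. On these 4 arrays the interquartile range of the log2 values was 2.92 to 3.06, against 3.48 to 3.75 on the others. Their bacterial hybridization controls were brighter, at a log2 signal of 11.9 to 12.7 against 10.0 to 11.1. Their 3' probe set of Gapdh, a housekeeping enzyme, exceeded the 5' probe set by 1.12 to 2.63 on the log2 scale, against -0.13 to 0.96 on the others, while the same difference for actin overlapped between the sets (1.37 to 2.38 against 0.32 to 1.94). Transcripts of the Y chromosome were present in 4 of 5 Tcf1+/- mice, 4 of 4 Tcf1-/- mice without a tumor and 2 of 8 mice with a lymphoma. Lymphoma replicates 2 and 5 had neither these transcripts nor a high signal of Xist, which is expressed from the inactive X chromosome, so their sex is not given by the arrays. The number of mice limits the precision of every value.

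**Figure D1:**
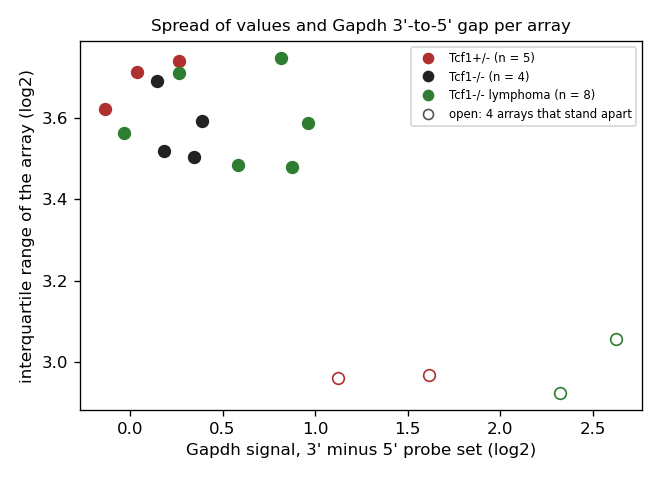
Each point is the array of 1 mouse, with the log2 signal of the 3' minus the 5' probe set of Gapdh on the x axis and the interquartile range of all log2 values of the array on the y axis, in red for Tcf1+/- (n = 5), black for Tcf1-/- without a tumor (n = 4) and green for lymphoma (n = 8). The 4 open circles lie at an interquartile range of 2.92 to 3.06, below all other arrays.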

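Gzmb, the serine protease granzyme B, and Ms4a1, which encodes the B-cell antigen CD20, were among the genes that rose most in Tcf1-/- thymi without a tumor against controls. Gzmb had a log2 signal of 12.4 ± 0.58 (SD, n = 4) against 7.39 ± 0.24 (SD, n = 5), a log2 fold change of 5.00 (standard error 0.26, adjusted p = 6.89e-06 from limma). Ms4a1 rose by 4.44 (standard error 0.44, adjusted p = 2e-04), and the follicular chemokine receptor Cxcr5 rose by 4.53 (standard error 0.47). Slc6a19, an amino acid transporter, fell by 3.62 on the log2 scale (standard error 0.17). In the lymphomas Gzmb was at 5.87 ± 0.67 (SD, n = 8) and had thus fallen by 6.53 from the Tcf1-/- thymi without a tumor (standard error 0.36, adjusted p = 3.02e-07 from limma). The chemokine receptor Cxcr6 fell by 6.17, the NK-cell receptor Klrd1 by 5.74 and the chemokine Ccl5 by 5.04 in the same comparison. Against control thymi, the lymphomas had a log2 fold change of 5.80 for the growth factor receptor Pdgfrb (standard error 0.71, adjusted p = 0.000201) and of 4.79 for the proteoglycan Sdc1 (standard error 0.51), and the coreceptor Cd4 fell by 3.31 (standard error 0.54, adjusted p = 0.00157). In all, 2037 genes changed in Tcf1-/- thymi without a tumor against controls, 1390 higher and 647 lower. In lymphomas, 2020 genes changed against Tcf1-/- thymi without a tumor, 872 higher and 1148 lower, and 1747 changed against controls, 1168 higher and 579 lower. Without the 4 arrays that stood apart, the 3 comparisons called 3040, 2447 and 1572 genes, of which 1732, 1773 and 1019 were among those named above, and the share of higher genes was 46.4% in place of 68.2% in Tcf1-/- thymi without a tumor and 47.5% in place of 66.9% in lymphomas, each against controls. The count between lymphomas and Tcf1-/- thymi without a tumor was 1014 (283 higher, 731 lower) without Tcf1-/- replicate 1, 1271 without Tcf1-/- replicate 2 and 359 (53 higher, 306 lower) with Y-linked signal as a covariate. All 4 Tcf1-/- mice have Y-linked signal, so the changes of that fit rest on lymphoma replicates 4 and 6, the 2 lymphomas that have it.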

Expressions of several oncogenes, known to be involved in leukomogenesis, were analyzed and were not up-regulated in the thymic lymphomas compared to the Tcf1^−/−^ without lymphomas (*Tal1*, *Tal2*, *Lyl1*, *Lmo1*, *Lmo2*, *SilTal*, *p53*; unpublished data). 

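The 6 oncogenes Tal1, Tal2, Lyl1, Lmo1, Lmo2 and Stil encode basic helix-loop-helix factors, LIM-only proteins and the centriolar protein that is fused to Tal1 in human leukemia. None was higher in lymphomas than in Tcf1-/- thymi without a tumor at an adjusted p under 0.05 from limma, and 1 was lower. Adjusted over the 4 of them that passed the filter on low signals, 1 was higher (Lmo1) and 1 was lower. No adjustment over all 6 is given. Lmo2 fell from a log2 signal of 9.79 ± 0.64 (SD, n = 4) to 6.80 ± 0.84 (SD, n = 8), by 2.99 (standard error 0.43, adjusted p = 0.000562), and all 8 lymphomas lay below the lowest Tcf1-/- thymus. Lmo1 was at 7.83 ± 1.59 (SD, n = 8) in lymphomas and at 5.82 ± 0.76 (SD, n = 4) in Tcf1-/- thymi, and 6 of 8 lymphomas lay above the highest of them. Its log2 difference of 2.00 (standard error 0.75) missed the threshold over all genes (adjusted p = 0.0931) and was the only increase among the 6 at an unadjusted p under 0.05 (p = 0.0196 in limma, p = 0.0465 in an exact two-sided permutation test). Lyl1 differed by -1.49 (standard error 0.67, adjusted p = 0.159) and Stil by 0.74 (standard error 0.46, adjusted p = 0.307), or by 0.0638 without Tcf1-/- replicate 1. Tal1 and Tal2 were too dim to pass the filter on low signals. Lmo1 passed without lymphoma replicate 1 (adjusted p = 0.0499), without lymphoma replicate 4 (adjusted p = 0.0253) and in a fit of all 17 arrays (adjusted p = 0.0415), while with Y-linked signal as a covariate its difference was 0.59 (standard error 0.95, adjusted p = 0.847). That difference with the covariate rests on lymphoma replicates 4 and 6, the only lymphomas with Y-linked signal, in which Lmo1 was at 5.27 and 7.56. The fall of Lyl1 passed without lymphoma replicate 2 (adjusted p = 0.00788) and without the 4 arrays that stood apart (adjusted p = 0.00808), and that of Lmo2 missed with that covariate, where the change was -2.46 and its standard error grew to 0.60 (adjusted p = 0.0530).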

Analysis of components of the Wnt pathway confirmed that *Tcf1* (*Tcf7*) expression was absent (as expected) in the Tcf1^−/−^ thymocytes (with and without a tumor), whilst in all but one Tcf1^−/−^ tumor sample, the expression level of the transcription factor Lef1 was up-regulated compared to control (Tcf1^+/−^) thymocytes (Figure 3A, left panel).

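Lef1, the TCF/LEF factor that can stand in for Tcf1 at Wnt target genes, was higher in lymphomas than in control thymi. Its log2 signal was 12.1 ± 0.58 (SD, n = 8) in lymphomas and 11.1 ± 0.28 (SD, n = 5) in controls, a log2 fold change of 1.02 (standard error 0.27, adjusted p = 0.0223 from limma). In 7 of 8 lymphomas Lef1 lay above the highest control value of 11.5 (exact two-sided permutation test of the group means, p = 0.00777). The remaining tumor, lymphoma replicate 4, was at 11.1, and the others ran from 11.7 in lymphoma replicate 2 to 12.9 in lymphoma replicate 7. The call over all genes was lost in 3 of the 13 runs that left out a mouse, in a fit of all 17 arrays (adjusted p = 0.0533) and without the 4 arrays that stood apart (log2 fold change 0.98, adjusted p = 0.0954). A second Lef1 probe set rose by 1.43 (adjusted p = 0.00774 from limma), and on it all 8 lymphomas lay above the highest control, so the single exception depends on the probe set. Against the control mean the count was also 7, within each array set as well, and it was 8 when Tcf1+/- replicate 4 or replicate 5 was left out.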

**Figure 3:**
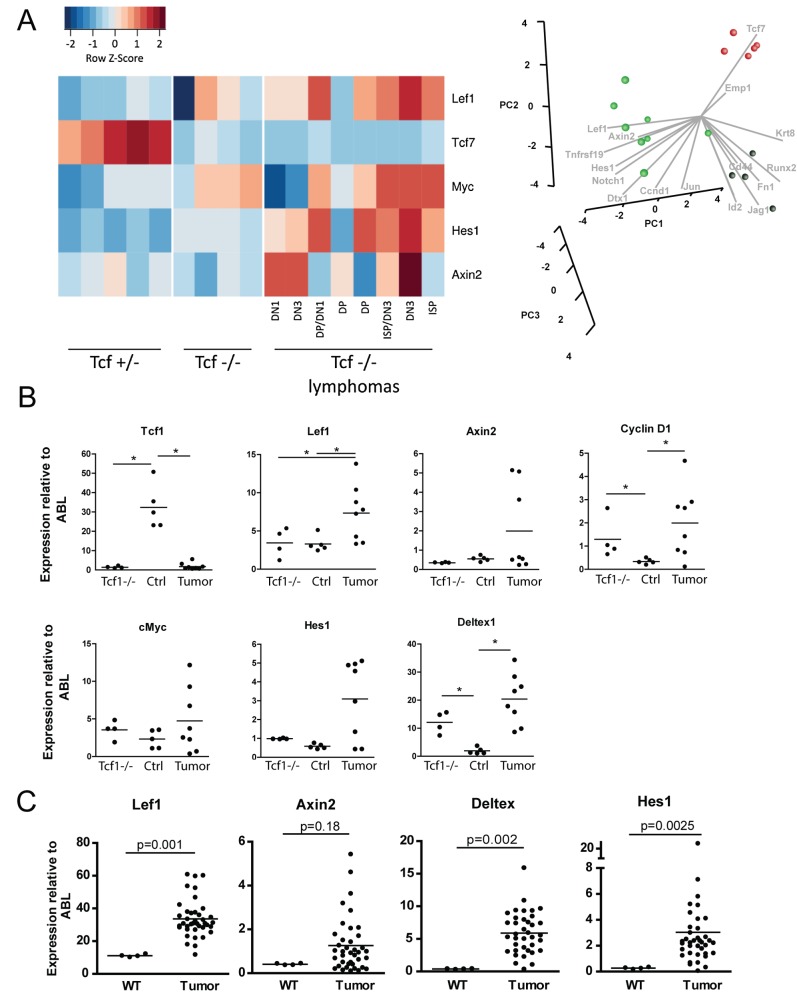
Tcf1^−/−^ lymphomas show deregulated Wnt signaling. (A) RNA isolated from thymi of 17 different mice was used for microarray analysis. Expression of Lef1, Tcf7, Myc, and Hes1 in the Tcf1^−/−^ mice without lymphoma (*n* = 4), Tcf1^+/−^ mice (control, *n* = 5) and Tcf1^−/−^ mice with a lymphoma (Lymphoma, *n* = 8) is shown. For the Tcf1^−/−^ lymphoma mice, the phenotype of the tumor is indicated on the horizontal axis. Columns represent independent RNA preparations of the different mice groups. A principal component analysis was performed using Wnt and Notch target genes. A PCA analysis shows clustering of the three groups as well as the effect each of the target genes has on the separation of these groups with samples of Tcf1^+/−^, Tcf1^−/−^, and Tcf1^−/−^ with tumors indicated by red, black, and green spheres, respectively. (B) Expression levels of Tcf1, Lef1, Axin2, Cyclin D1, cMyc, Hes1, and Deltex1 as determined by Affymetrix microarray were summarized and normalized using RMA, and the expression relative to Abl was plotted for each sample. Statistical significant differences (*p*<0.05) as determined by Mann–Whitney U test are indicated by an asterisk. (C) A panel of 40 Tcf1^−/−^ thymic lymphomas and four control thymi (Tcf1^+/−^) were analyzed by RQ-PCR. Expression data for Lef1 long (containing the β-catenin interacting domain), *Axin2*, *Deltex1*, and *Hes1* are shown relative to the house keeping gene *Abl*. Mann–Whitney U tests were performed to calculate the indicated *p* values.

Principal component analysis of the Wnt target genes in all 17 thymic samples confirmed the obvious discriminating factor between Tcf1^−/−^ and Tcf1^+/−^ samples to be *Tcf7* (the HUGO gene name for Tcf1). 

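In a principal component analysis of the Wnt and Notch genes that the Methods list, the 3 groups of thymi occupied separate regions. The analysis used 15 of the 17 genes, each scaled over the 17 arrays. The first component (38.6% of the variance) parted lymphomas (2.20 ± 1.50, SD, n = 8) from controls (-1.73 ± 0.59, SD, n = 5) and from Tcf1-/- thymi without a tumor (-2.23 ± 0.79, SD, n = 4). The second component (31.6%) parted controls (2.64 ± 0.42) from Tcf1-/- thymi without a tumor (-2.71 ± 0.85), with lymphomas between them (-0.30 ± 1.06). Genes with the highest loading on the first component were Tnfrsf19 (0.39), the negative regulator Axin2 (0.33), Hes1 (0.32) and Lef1 (0.31), and those with the lowest were the keratin Krt8 (-0.32) and the adhesion receptor Cd44 (-0.30). The second component was carried by the cadherin Cdh1 (-0.39), the inhibitor of E proteins Id2 (-0.38) and the Notch ligand Jag1 (-0.36). The mean silhouette width, which compares each array's distance to its own group with that to the nearest other group over the first 3 components, was 0.542 (permutation test of the group labels, p = 1e-05, the smallest that 100000 permutations can give). It was 0.767 for controls, 0.636 for Tcf1-/- thymi and 0.355 for lymphomas, among which lymphoma replicate 4 lay nearest to the other groups on the first component (-0.65). The genes were chosen by the paper, so the separation is not independent evidence.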

The Tcf1^−/−^ tumor samples were clearly distinguished by factors involved in the Wnt-signaling pathway, *Axin2*, *Lef1*, and *Tnfrsf19*, or in the Notch signaling pathway, *Deltex1* and *Hes1* (Figure 3A, right panel). These results indicated that both Wnt and Notch signaling are affected in the Tcf1^−/−^ tumor samples compared to the other two groups. 

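Tnfrsf19, a receptor of the TNF family, and Hes1, Dtx1 (Deltex1) and Notch1 of the Notch pathway were higher in lymphomas than in control thymi. The log2 signal of Tnfrsf19 was 7.11 ± 1.42 (SD, n = 8) in lymphomas, 4.96 ± 0.22 (SD, n = 4) in Tcf1-/- thymi without a tumor and 4.44 ± 0.31 (SD, n = 5) in controls. Its log2 fold change in lymphomas was 2.67 against controls (standard error 0.58, adjusted p = 0.00856 from limma) and 2.16 against Tcf1-/- thymi (standard error 0.65, adjusted p = 0.0406). Dtx1, a ubiquitin ligase induced by Notch, rose by 3.82 against controls (standard error 0.30, adjusted p = 4.52e-06 from limma) and by 0.83 against Tcf1-/- thymi without a tumor (standard error 0.26, adjusted p = 0.0478). Hes1, a transcriptional repressor induced by Notch, rose by 2.31 against controls (standard error 0.51, adjusted p = 0.00901), and its difference from Tcf1-/- thymi was 1.27 (standard error 0.57, adjusted p = 0.153). Notch1 itself rose by 2.10 against controls (standard error 0.14, adjusted p = 1.18e-06 from limma) and differed by 0.53 from Tcf1-/- thymi (standard error 0.26, adjusted p = 0.196). Axin2, a negative feedback regulator of Wnt signaling, was at 8.47 ± 1.42 (SD, n = 8) in lymphomas and was unevenly spread, at 10.3, 10.2 and 9.97 in lymphoma replicates 6, 7 and 8 and between 6.79 and 7.87 in the others. Its difference did not pass over all genes against controls (1.28, standard error 0.58, adjusted p = 0.181) or against Tcf1-/- thymi (1.68, standard error 0.65, adjusted p = 0.0990). Lef1 differed by 0.90 between lymphomas and Tcf1-/- thymi without a tumor (standard error 0.41, adjusted p = 0.158). Against Tcf1-/- thymi, the calls of Tnfrsf19 and Dtx1 were lost in 9 and 11 of the 12 runs that left out a mouse, and with Y-linked signal as a covariate the changes were 1.36 and 0.30 (standard errors 0.89 and 0.31, adjusted p = 0.512 and 0.728), with differences of 0.33 for Hes1 and 0.50 for Lef1 (adjusted p = 0.900 and 0.755). These values with Y-linked signal as a covariate rest on lymphoma replicates 4 and 6 alone. In these 2 mice Tnfrsf19 was at 4.76 and 7.88, Dtx1 at 11.6 and 12.7 and Hes1 at 7.10 and 10.2, so the fit cannot separate sex from differences between single tumors. Against controls, Tnfrsf19 missed without the 4 arrays that stood apart (adjusted p = 0.0655), and Tnfrsf19 and Hes1 missed with that covariate (log2 fold changes 2.22 and 1.83, adjusted p = 0.0685 and 0.0752). Two-sided exact permutation tests of Axin2 gave p = 0.0575 against controls and p = 0.0242 against Tcf1-/- thymi.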

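Cd44, an adhesion receptor of early thymocytes, the matrix protein Fn1, the Notch ligand Jag1, the E-protein inhibitor Id2 and the epithelial cadherin Cdh1 were higher in Tcf1-/- thymi without a tumor than in control thymi. The log2 signal of Cdh1 was 10.1 ± 0.43 (SD, n = 4) against 6.43 ± 0.61 (SD, n = 5), a log2 fold change of 3.63 (standard error 0.32, adjusted p = 0.00014 from limma). Fn1 was at 11.5 ± 1.87 (SD, n = 4) against 7.69 ± 0.63 (SD, n = 5), a log2 fold change of 3.82 (standard error 0.73, adjusted p = 0.00609). Jag1 rose by 2.66 (adjusted p = 0.000167), Cd44 by 2.38 (adjusted p = 0.000244) and Id2 by 1.96 (adjusted p = 0.000489, all from limma). Of the 7 genes in this group, 5 rose, none fell and 2 did not pass over all genes (6 rose when adjusted over the list alone). Keratin 8 (Krt8) differed by 1.43 (standard error 0.49, adjusted p = 0.0794) and the epithelial membrane protein Emp1 by -0.47 (standard error 0.47, adjusted p = 0.613), and no gene was lower at an unadjusted p under 0.05 in limma or in an exact permutation test. For each of the 5 genes that rose, all 4 Tcf1-/- thymi lay above the highest control (exact two-sided permutation test, p = 0.00794). In lymphomas Fn1, Cdh1, Krt8 and Jag1 fell from the Tcf1-/- thymi without a tumor, with log2 fold changes of -4.2 for Fn1, -2.94 for Cdh1, -2.59 for Krt8 and -2.28 for Jag1 (adjusted p = 0.000412, 0.00230, 0.00848 and 0.00211 from limma), and the other 3 genes did not pass (6 fell when adjusted over the list alone). The list was chosen by the paper and is not independent evidence. As a set it was higher in Tcf1-/- thymi without a tumor than in controls in limma's camera test (adjusted p = 6.09e-06, or adjusted p = 0.0912 with an estimated correlation). Fn1 is also expressed by fibroblasts and macrophages, Cd44 and Id2 by myeloid and NK cells, and Cdh1 and Krt8 by epithelial cells. In the same thymi 12 of 12 macrophage and monocyte, 8 of 10 B-cell, 8 of 9 dendritic cell, 6 of 7 NK-cell, 6 of 10 fibroblast and 2 of 16 thymic epithelial markers rose. Fn1 was at 13.4, 12.2, 11.5 and 8.98 in Tcf1-/- replicates 1 to 4, the same order as the mean of the macrophage and monocyte markers above controls (3.58, 2.81, 2.24 and 1.53). Cd44 missed in a fit of all 17 arrays (adjusted p = 0.211), and other probe sets of Jag1 (0.016 and 0.034) and of Fn1 (0.70, adjusted p = 0.245) did not pass, while 2 of the other 3 probe sets of Cd44 did (3.12 and 2.65, adjusted p = 0.00281 and 0.0112). With Y-linked signal as a covariate the differences of Krt8 and Jag1 in lymphomas were -1.05 and -1.67 (standard errors 0.55 and 0.53) and did not pass (adjusted p = 0.393 and 0.139), and on other probe sets the falls of Fn1 (-0.62, adjusted p = 0.149) and Jag1 (-0.28, adjusted p = 0.186) did not pass, while the falls of Cd44 and Id2 passed in a fit of all 17 arrays (adjusted p = 0.0342 and 0.0318), Cd44 also without lymphoma replicate 4 or 5 (adjusted p = 0.0342 and 0.0428) and on another probe set (adjusted p = 0.0103), and Id2 without lymphoma replicate 3 (adjusted p = 0.0435), without the 4 arrays that stood apart (adjusted p = 0.0389) and with Abl1 subtracted (adjusted p = 0.0355). The differences with Y-linked signal as a covariate rest on lymphoma replicates 4 and 6, the only lymphomas with such signal. Their Krt8 values of 8.16 and 7.98 were the highest among the lymphomas. Krt8 in Tcf1-/- thymi passed against controls with Abl1 subtracted (adjusted p = 0.0351) and with mouse number as a block, which leaves out Tcf1+/- replicate 5 (adjusted p = 0.0131).

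**Figure D2:**
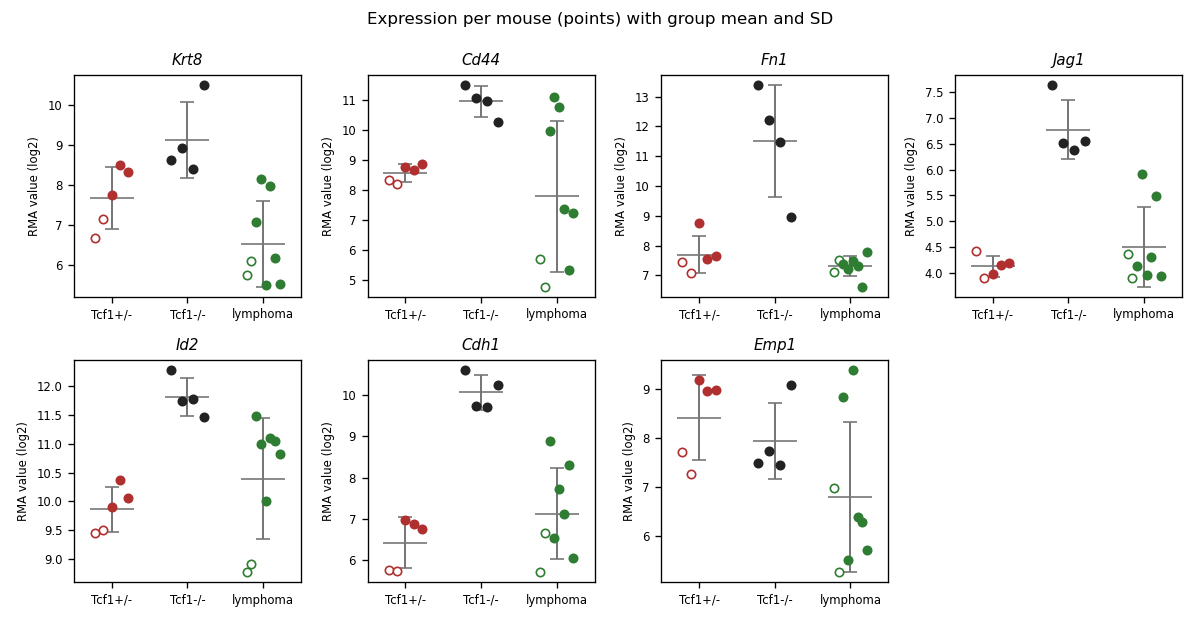
Log2 signal (RMA) of 7 genes in each mouse, with points for single mice and bars for the mean and SD, in red for Tcf1+/- (n = 5), black for Tcf1-/- without a tumor (n = 4) and green for lymphoma (n = 8); open circles are the 4 arrays that stood apart. For Cd44, Fn1, Jag1, Id2 and Cdh1 all 4 Tcf1-/- thymi lie above all 5 controls.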

Tcf1^−/−^ samples without a tumor were distinguished by low expression of the following factors: *Emp1*, *Krt8*, *Runx2*, *CD44*, *Fn1*, *Jag1*, *Id2*, and *Cdh1*. Several of these genes are known to be Wnt target genes (*Runx2*, *Id2*, *CD44*, and *Fn1*). These data show ectopic up-regulation of Wnt signaling as demonstrated by high expression of *Lef1*, *CyclinD1*, and *c-Myc* as well as Notch target genes *Hes*1 and *Deltex1* (Figure 3B). Collectively, these data indicate that interaction between the Wnt and Notch pathways is necessary for full lymphomagenesis.

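Relative to Abl1, the housekeeping gene of Fig. 3B, Lef1, the cell cycle gene Ccnd1 (Cyclin D1) and Dtx1 were higher in lymphomas than in control thymi. Lef1 was at 7.03 ± 1.82 (SD, n = 8) times the Abl1 signal in lymphomas, 3.72 ± 1.78 (SD, n = 4) in Tcf1-/- thymi without a tumor and 3.28 ± 0.26 (SD, n = 5) in controls. Lymphomas were higher than both other groups (exact Mann-Whitney U test, two-sided, p = 0.0186 against controls and p = 0.0162 against Tcf1-/- thymi). Ccnd1 was at 0.901 ± 0.608 in lymphomas, 0.656 ± 0.606 in Tcf1-/- thymi and 0.137 ± 0.053 in controls, and both Tcf1-/- groups exceeded the controls (exact p = 0.00311 and 0.0159). Tcf1-/- replicate 1 was at 1.55 and the other 3 Tcf1-/- thymi were between 0.240 and 0.460. Dtx1 was at 10.8 ± 4.57, 5.40 ± 1.45 and 0.798 ± 0.476 in the same order, with an exact p of 0.00155 for lymphomas against controls, 0.0159 for Tcf1-/- thymi against controls and 0.0283 for lymphomas against Tcf1-/- thymi. Hes1 was at 1.38 ± 0.64, 0.452 ± 0.087 and 0.231 ± 0.034, with an exact p of 0.0295 for lymphomas against controls and 0.0485 against Tcf1-/- thymi. Axin2 was at 0.751 ± 0.637, 0.156 ± 0.029 and 0.218 ± 0.052, and lymphomas differed from Tcf1-/- thymi (exact p = 0.00808) but not from controls (exact p = 0.0653). Myc, the growth-promoting factor, was at 1.84 ± 1.05, 1.54 ± 0.29 and 0.864 ± 0.297, with an exact p of 0.127 for lymphomas and 0.0317 for Tcf1-/- thymi against controls. Of the 18 comparisons of these 6 genes, 12 had an exact p under 0.05, and after Benjamini-Hochberg adjustment over the 18 the p was 0.0280 for Dtx1 and Ccnd1, 0.0420 for Lef1, 0.0519 for Hes1 and 0.153 for Myc in lymphomas against controls. Of the 12, 8 stayed under 0.05, and besides Hes1 against controls the calls of Hes1 and Dtx1 in lymphomas against Tcf1-/- thymi (adjusted p = 0.0727 and 0.0519) and of Myc in Tcf1-/- thymi against controls (adjusted p = 0.0519) were lost. Without the 4 arrays that stood apart 5 comparisons were under 0.05, and Lef1 in lymphomas against controls was not among them (exact p = 0.167). Lef1 in lymphomas against Tcf1-/- thymi had an exact p of 0.109 on signals not divided by Abl1, and Hes1 in that comparison was lost in 11 of the runs that left out a mouse, as was Myc in Tcf1-/- thymi against controls in 7.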

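Wnt and Notch target genes and Myc-dependent genes of ribosome biogenesis were examined as lists in the lymphomas. The Wnt and Notch lists can hold genes that the paper named from these arrays, so they are not independent of its results. Among 12 Notch targets of T cells, 6 rose in lymphomas against controls and none fell (8 when adjusted over the list alone), among them the receptor Notch3, by 1.87 (standard error 0.32, adjusted p = 0.00209 from limma), and the repressor Heyl (standard error 0.52, adjusted p = 0.00063). Among 21 canonical Wnt targets, 6 rose and none fell (7 when adjusted over the list alone), including the Wnt receptor Fzd7, by 1.93 (standard error 0.38, adjusted p = 0.0049), and the Wnt inhibitor Apcdd1, by 2.57 (standard error 0.48, adjusted p = 0.00382), with a list median of 0.14 and a mean of 0.65. Among 18 Myc targets in ribosome biogenesis, 15 rose and none fell (16 when adjusted over the list alone), such as the methyltransferase Fbl, by 1.11 (adjusted p = 0.00113), and Rrp12, by 1.74 (adjusted p = 0.00244). Each of the 3 lists was higher in limma's camera test (adjusted p = 3.79e-06, 0.0305 and 3.02e-09), and none kept its call with an estimated correlation (adjusted p = 0.0760, 0.245 and 0.122). The Notch targets were also higher in Tcf1-/- thymi without a tumor than in controls, with 7 of 12 rising (8 when adjusted over the list alone, camera adjusted p = 1.32e-05, or 0.0912 with an estimated correlation), among them the interleukin receptor Il2ra, by 2.75 (standard error 0.40, adjusted p = 0.00146). The canonical Wnt targets did not pass there, with 4 of 21 rising (camera adjusted p = 0.233, or 0.0476 without the 4 arrays that stood apart), such as the ubiquitin ligase Rnf43, by 1.40 (adjusted p = 0.00702). Of the Myc targets 4 of 18 rose there (4 when adjusted over the list alone, camera adjusted p = 0.000415, or 0.396 with an estimated correlation). Between lymphomas and Tcf1-/- thymi without a tumor neither the canonical Wnt nor the Notch targets passed, with 2 Wnt targets rising and 1 falling and 1 Notch target rising (camera adjusted p = 0.282 and 0.322). The Wnt genes of the paper's principal component analysis, of which 12 were measured, gave another picture. As a list they did not pass in lymphomas against controls (3 rose and none fell, camera adjusted p = 0.323), were lower in lymphomas than in Tcf1-/- thymi (4 fell and 1 rose, camera adjusted p = 0.0239, or 0.221 with an estimated correlation) and were higher in Tcf1-/- thymi than in controls (7 rose and none fell, camera adjusted p = 1.73e-05, or 0.0912 with an estimated correlation). In these Tcf1-/- thymi 8 of 10 B-cell and 12 of 12 macrophage and monocyte markers also rose against controls (list medians 3.36 and 2.58). In lymphomas 9 of 10 and 10 of 12 of them fell from the Tcf1-/- thymi (list medians -3.65 and -2.61). Against controls, 10 of 11 markers of double-positive cells fell in Tcf1-/- thymi and 10 of 11 in lymphomas. Of 11 DN3 markers 6 rose and 3 fell in Tcf1-/- thymi, and 5 rose and 2 fell in lymphomas. Whether B cells, macrophages or such a shift of stage carry part of the Notch, Wnt or Myc list changes was not tested. None of the Myc targets passed between lymphomas and Tcf1-/- thymi, over all genes or over the list alone (camera adjusted p = 0.0220, or 0.651 with an estimated correlation). From the high expression of Wnt and Notch target genes in the tumors, the paper proposes that the interaction of both pathways is required for lymphomas to develop fully.

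**Figure D3:**
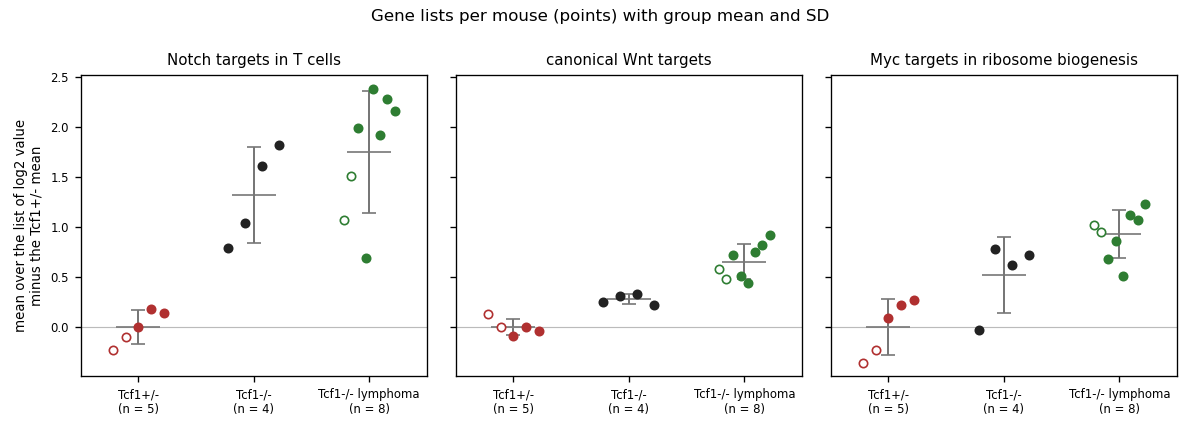
Each point is 1 mouse and gives the mean over a list of the log2 signal minus the Tcf1+/- mean, for the Notch targets in T cells, the canonical Wnt targets and the Myc targets in ribosome biogenesis, in red for Tcf1+/- (n = 5), black for Tcf1-/- without a tumor (n = 4) and green for lymphoma (n = 8), with mean and SD. Open circles are the 4 arrays that stood apart.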

Confirmation of the array data was performed with a panel of 40 Tcf1^−/−^ thymic lymphomas by Q-PCR. In all tested tumor samples, the expression level of Lef1 was increased compared to thymocytes of control mice (Figure 3C). The mean expression Axin2 level of the 40 tumor samples was 4 times elevated compared to the mean expression Axin2 level of the control mice (1.2 versus 0.3), with 29 of the 40 tumor samples (73%) having a higher Axin2 level than 0.3 (Figure 3C). Moreover, the high *Axin2* expression in the majority (73%) of lymphomas in combination with the universally up-regulated Lef1 expression indicates a marked increase in Wnt signaling in these lymphomas. Further analysis of this panel of lymphomas showed that the expression levels of Hes1 and Deltex1, two target genes of Notch1 signaling, were enhanced in all tumor samples compared to the control samples (Figure 3C), again demonstrating that both the Wnt and Notch pathway are involved in full lymphomagenesis. 

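No difference of Lef1 between Tcf1-/- thymi without a tumor and control thymi passed. The values of the 4 Tcf1-/- mice were widely spread, at 9.85, 12.2, 11.7 and 11.2 on the log2 scale, and 2 of them lay above the highest control. Their mean was 11.2 ± 1.00 (SD, n = 4), which differed from the controls by 0.11 (standard error 0.40, adjusted p = 0.901 from limma, and p = 0.833 in an exact two-sided permutation test). Without Tcf1-/- replicate 1 the difference was 0.57 (adjusted p = 0.185). With 4 mice against 5, smaller changes than the spread of the Tcf1-/- mice cannot be seen. The Notch gene Hes1 rose by 1.03 in the same thymi (standard error 0.13, adjusted p = 0.000809 from limma). Dtx1 rose by 2.99 (standard error 0.36, adjusted p = 0.000502) and Notch1 by 1.57 (standard error 0.29, adjusted p = 0.00496). Axin2 differed by -0.40 (standard error 0.16, adjusted p = 0.136) and did not pass over all genes. All 4 Tcf1-/- thymi lay below the lowest control for Axin2 (exact two-sided permutation test, p = 0.0238). In a fit of all 17 arrays Hes1 missed (adjusted p = 0.296).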

As high Lef1 expression is already present in pre-leukemic samples (Figure 3A), it is likely that deregulated Wnt signaling predisposes thymocytes to induction of activating somatic mutations in Notch1, which subsequently accelerate lymphoma development.

### Wnt-Reporter Activity Is Minimally Present in Normal Tcf1^−/−^ Thymocytes and Enhanced in Tcf1^−/−^ Lymphoma Cells

To confirm the paradoxical finding that mice lacking Tcf1 suffer from thymic lymphomas due to deregulated high Wnt signaling rather than low, we crossed Tcf1^−/−^ mice with a well-established Wnt-reporter mouse strain, namely the Axin2-LacZ mice. Wnt-activity in these mice can be measured by the expression of β-galactosidase driven by the Axin2 promoter. In Figure 4A, the CD4/CD8 dot plots are shown of thymocytes of four different representative mice. The histograms show the Wnt-activity in DP, ISP, and DN3 cells for Tcf1^+/−^ thymocytes (filled), Tcf1^−/−^ thymocytes (thin line), and tumor Tcf1^−/−^ thymocytes (thick line). The thymocyte subsets of a Tcf1^−/−^ control mouse without a tumor show severely reduced Wnt-activity in ISP and DN3 thymocyte subsets compared to the Tcf1^+/−^ control mouse (Mean Fluorescence Intensity [MFI] of 385 and 104 compared to 874 and 635 in control ISP and DN3, respectively), indicating a strongly diminished nuclear response to Wnt signals due to the Tcf1 deficiency. Interestingly, residual Wnt-activity can be measured in Tcf1^−/−^ thymocytes, which suggests that Lef1 is mediating low levels of Wnt-activity in Tcf1^−/−^ mice as a likely compensatory mechanism (as also shown by Figure 3A). Tcf1^−/−^ mice developing lymphomas show enhanced Wnt activity in the developmental stages in which the tumor cells are blocked (MFI of 1,425 and 1,225 for Wnt-reporter signal in DP and ISP for tumor 1 and 2,123, 2,374, and 1,203 in DP, ISP, and DN3 for tumor 2). The thymi of the Tcf1^+/−^ control mouse and the two Tcf1^−/−^ tumor mice displaying high Wnt activity were further examined for the RNA expression levels of Lef1 and Hes1. The expression level of Lef1 was increased in both Tcf1^−/−^ induced lymphomas, indicating that these high levels of Lef1 underlie the highly active Wnt signals in these tumors (Figure 4B). Interestingly, only in tumor 2 (>175×10^6^ cells) were high levels of the Notch target gene Hes1 observed, indicating that Notch signaling accelerates or maintains tumor development once it is initiated by deregulated Wnt-signaling. Indeed, when we compared the thymus size to the expression level of Hes1, we found that only in large Tcf1^−/−^ tumors (>25×10^6^ cells) is the expression level of Hes1 increased (Figure 4C). These data suggest that a first oncogenic hit is the deregulation in Wnt-signaling due to high levels of Lef1 and that deregulation of the Notch-pathway is a secondary acquired mutation. To check for mutations in Notch1, we sequenced both the heterodimerization domain (HD), exon 26 and 27, and the PEST domain, encoded by exon 34. This analysis showed that in Tcf1^−/−^ thymi (without tumor) and Tcf1^+/−^ samples, no mutations were found in the three exons (*n* = 8, unpublished data). Analysis of the panel of 40 Tcf1^−/−^ thymic lymphomas demonstrated mutations in exon 34 in all but one thymic lymphoma sample (unpublished data), which is known to promote Notch1 signaling by increasing the half-life of intracellular Notch, hence promoting tumor survival and growth. Together, these results suggest that Tcf1 deficiency leads to a pre-leukemic stage that favors additional mutations, most notably in Notch1.

**Figure 4:**
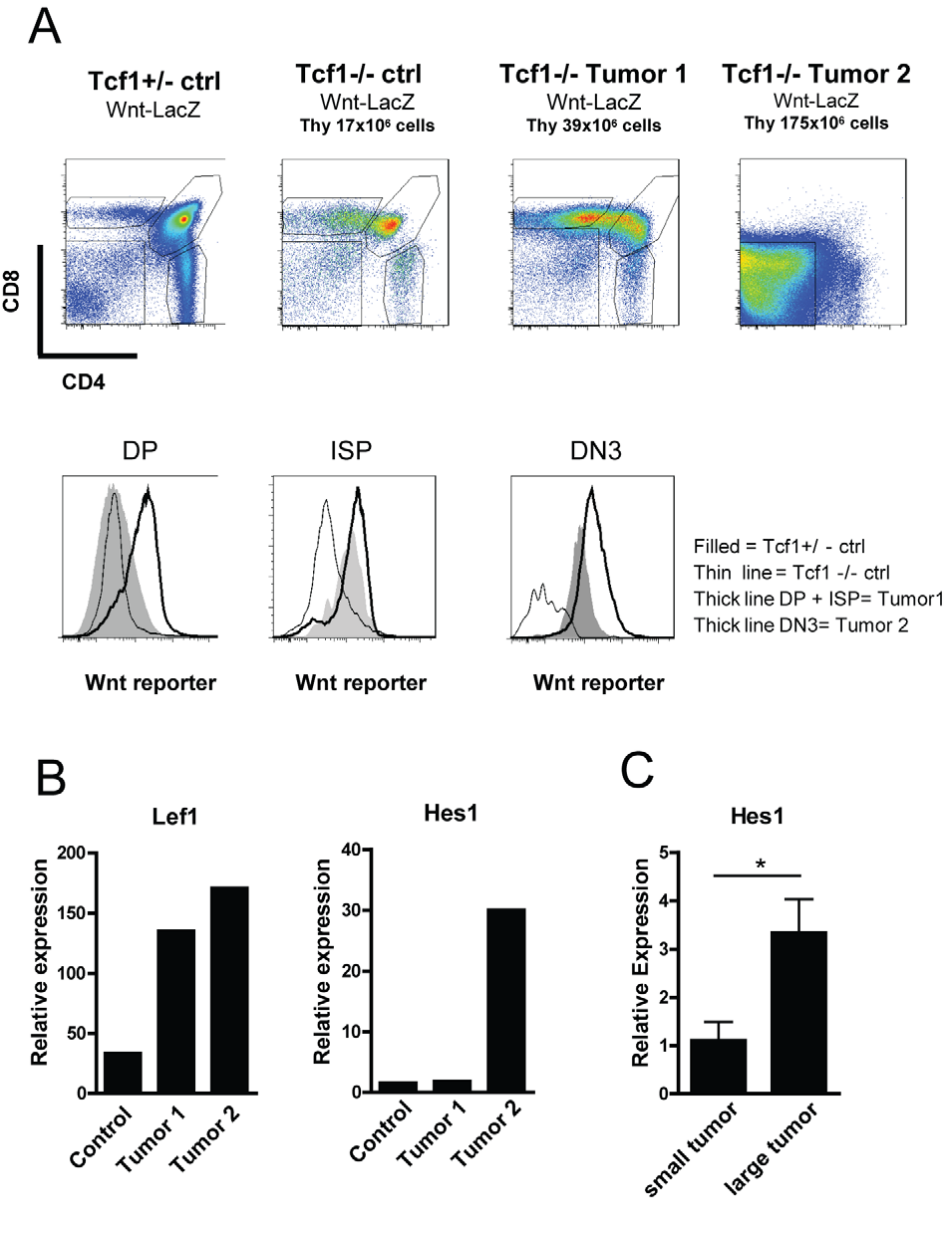
Blocked Tcf1^−/−^ thymocytes show high Wnt-signaling in lymphoma development. (A) Tcf1^−/−^ mice were crossed to Conductin(Axin2)-LacZ reporter mice and sacrificed at different ages. Dot plots of four representative mice are shown: one control Tcf1^+/−^ LacZ (age 20 wk), one control Tcf1^−/−^ LacZ (age 9 wk), and two Tcf1^−/−^ Axin2-LacZ mice (age 20 wk, Tumor 1+ Tumor 2). Organs were collected and thymocytes were stained for CD4, CD8, CD3, CD44, and CD25 together with FDG to demonstrate Wnt reporter activity in the different thymocyte subsets. The corresponding thymus sizes for the four mice shown are 110×10^6^, 17×10^6^, 39×10^6^, and 175×10^6^ cells, respectively. Expression of Wnt reporter activity is shown per thymocyte subset, DP, ISP, and DN3 for control cells (filled), Tcf1^−/−^ cells (thin line), and Tcf1^−/−^ tumor cells (thick line). (B) RNA was isolated of total thymus and the expression level of Lef1 and Hes1 relative to Abl is shown for the control thymus and the two tumor samples as shown in (A). (C) The mean expression levels of Hes1 relative to Abl are shown for small tumors (*n* = 5) and large tumors (*n* = 25).

### Tcf1 Is the Major TCF/LEF Factor in the Thymus and Its Short Isoforms Function as Repressors of Lef1 Expression

To gain further insight into the mechanism underlying lymphomagenesis, the balance between the long and short isoforms of Lef1 and Tcf1 was investigated. It is known that the balance between the long and short isoforms of these factors is crucial in regulating Wnt signaling, as only the long isoform can bind β-catenin and hence mediate Wnt signaling, whilst the short isoform is considered the natural antagonist of Wnt signaling (a simplified version of the short versus the long form of Lef is shown in Figure 5A). Analysis of the Tcf1^−/−^ tumor samples (RNA and protein) revealed that the normal ratio of long over short isoforms for Lef1 was altered in favor of the long isoform of Lef1, which mediates transcription of Wnt-β-catenin target genes (Figure 5A). The RNA levels of Tcf1 and Lef1 in normal thymus indicated a 10 times higher expression of Tcf1 than Lef1 in the thymus (Figure 5B). This is further illustrated by an example of the protein levels of Tcf1 and Lef1 in a nuclear extract protein sample of total thymocyes (Figure 5B, right panel). Reciprocal regulation of Tcf1 and Lef1 at the protein level was further examined in the major sorted thymic subsets (DN, DP, and SP). Of interest, the ratio between long Wnt responsive isoforms and short repressor isoforms is different for Tcf1 versus Lef1. For Tcf1, there is a clear expression of the inhibitory short isoforms in all thymocyte subsets, whilst for Lef1 in all stages the long β-catenin binding form is more abundant, except for the single-positive stage (Figure 5C). This suggests that major repressors of Wnt signaling in the thymus are formed by the Tcf1 short isoforms. Therefore, in the absence of Tcf1, a repression of Lef1 expression in the thymus is diminished. This allows for high levels of Lef1, which naturally occurs in a ratio of more Wnt responsive than inhibitory isoforms, hence strengthening the Wnt responsiveness of the (pre)leukemic cells. Thus, a major function of Tcf1 appears to control Lef1 expression via its short isoforms.

**Figure 5:**
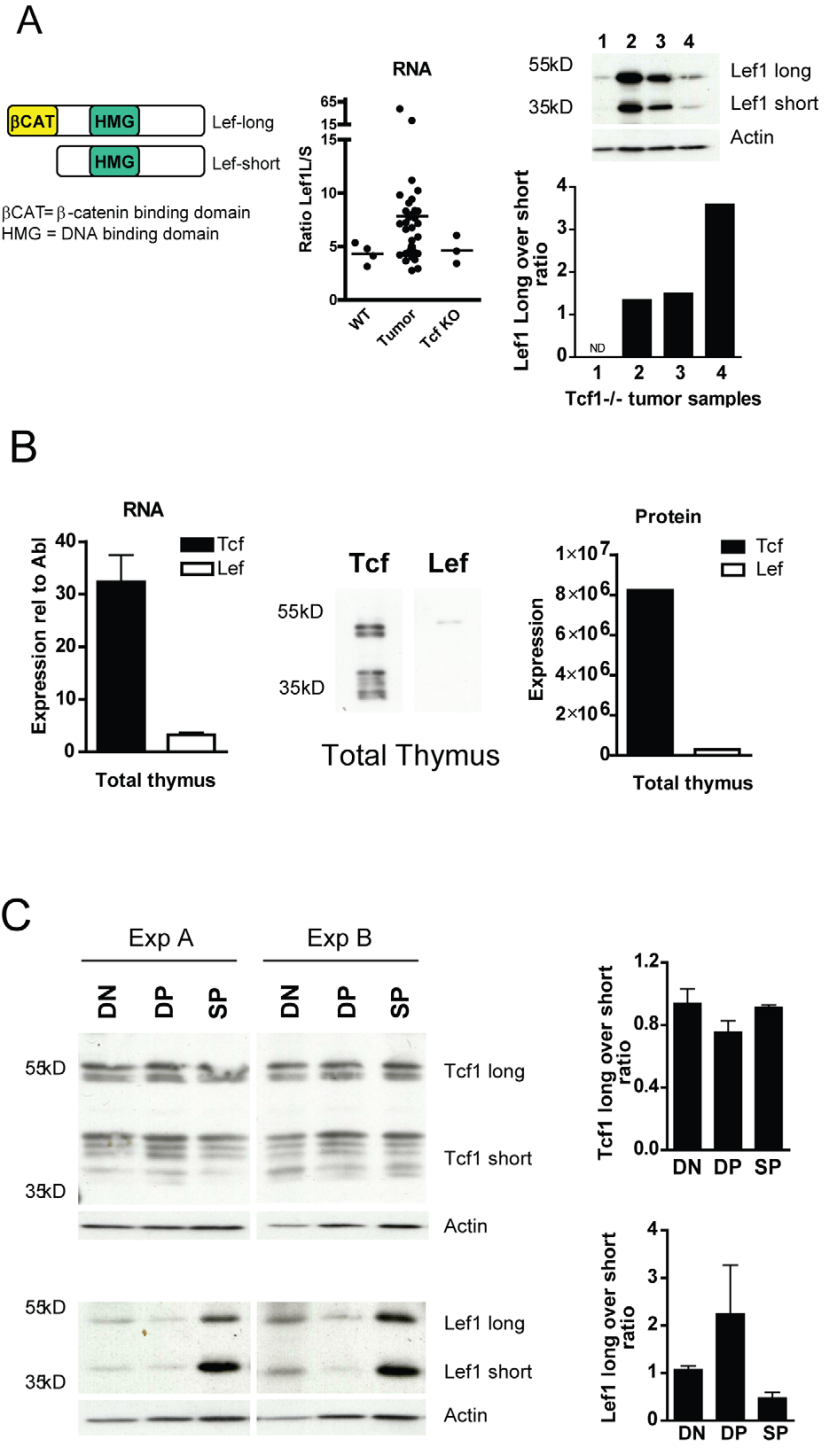
Lack of Tcf1 deregulates the balance between long and short isoforms of Lef1 in Tcf1-deficient lymphomas. (A) A schematic representation of the long and short isoform of Lef1, depicting the β-catenin binding domain and the HMG-box (DNA binding domain). The ratio of Lef1 long isoform versus Lef1 short isoform was determined using RQ-PCR for 40 lymphomas, four control thymi, and three Tcf1^−/−^ thymi without tumor. The long versus short ratio for Lef1 at the protein level is depicted for four different Tcf1^−/−^ thymic tumors (tumor size: 19, 224, 118, 30×10^6^ cells/ml, respectively). (B) Left panel, total Tcf and Lef RNA levels relative to Abl were determined using the data obtained from the Affymetrix data shown in Figure 3A (Tcf1^+/−^ total thymus, *n* = 5). In the middle panel, a Western blot analysis and quantification (right panel) for nuclear protein extracts of total thymocytes (Tcf1^+/+^ mouse) is shown. (C) Representative Western blots of two independent experiments (Exp A and Exp B) of sorted thymocyte subsets from two control Tcf1^+/+^ mice. Cell populations were sorted into the subsets DN, DP, and SP using lineage markers; CD3, CD4, CD8, CD44, and CD25 and total protein extracts were generated. Antibodies recognizing all isoforms of Tcf1 and Lef1 were used, and β-actin was used a loading control for the Western blots. Quantification of the Tcf and Lef signal of all Western blots was performed by ImageQuant J.

### Deregulated Wnt Signaling Frequently Cooperates with Deregulated Notch Signaling in Tcf1^−/−^ Induced Lymphomas

The data described above suggest that both deregulated Wnt as well as Notch signaling are required for development of the Tcf1-deficient lymphomas. To investigate the Wnt and Notch dependency, we performed a number of experiments with pharmacological drugs and genetic tools. Using the γ-secretase inhibitor DAPT, a potent Notch1 inhibitor, clear loss of survival and proliferation was observed in Tcf1^−/−^ tumor cells (Figure 6A, left figure). Moreover, the high Lef1 levels in the tumor cells appeared not to be a result of the deregulated Notch signaling, as inhibition of the Tcf1^−/−^ tumor cells by DAPT only mildly affects Lef1 levels, whilst both Notch target genes *Hes1* and *Deltex* were completely down-regulated (Figure 6A, right figure). Ongoing activation of the Wnt signaling pathway was shown to be crucial for the survival of the Tcf1^−/−^ tumor cells in two different sets of experiments. First of all, incubation of the generated Tcf1^−/−^ cell lines with the Wnt inhibitor Quercetin, which blocks the interaction between β-catenin and Tcf/Lef factors, induces rapid cell death (7 h), whilst the non-Wnt-dependent Jurkat cell line was minimally affected (Figure 6B). In addition, transfection of a dominant negative form of Tcf1/Lef1 in Tcf1^−/−^ lymphoma cells also induced rapid cell death (>80% cell death after 6 h; Figure 6C). Thus, both ongoing Wnt and Notch signaling are required for the survival of Tcf1-deficient lymphomas.

**Figure 6:**
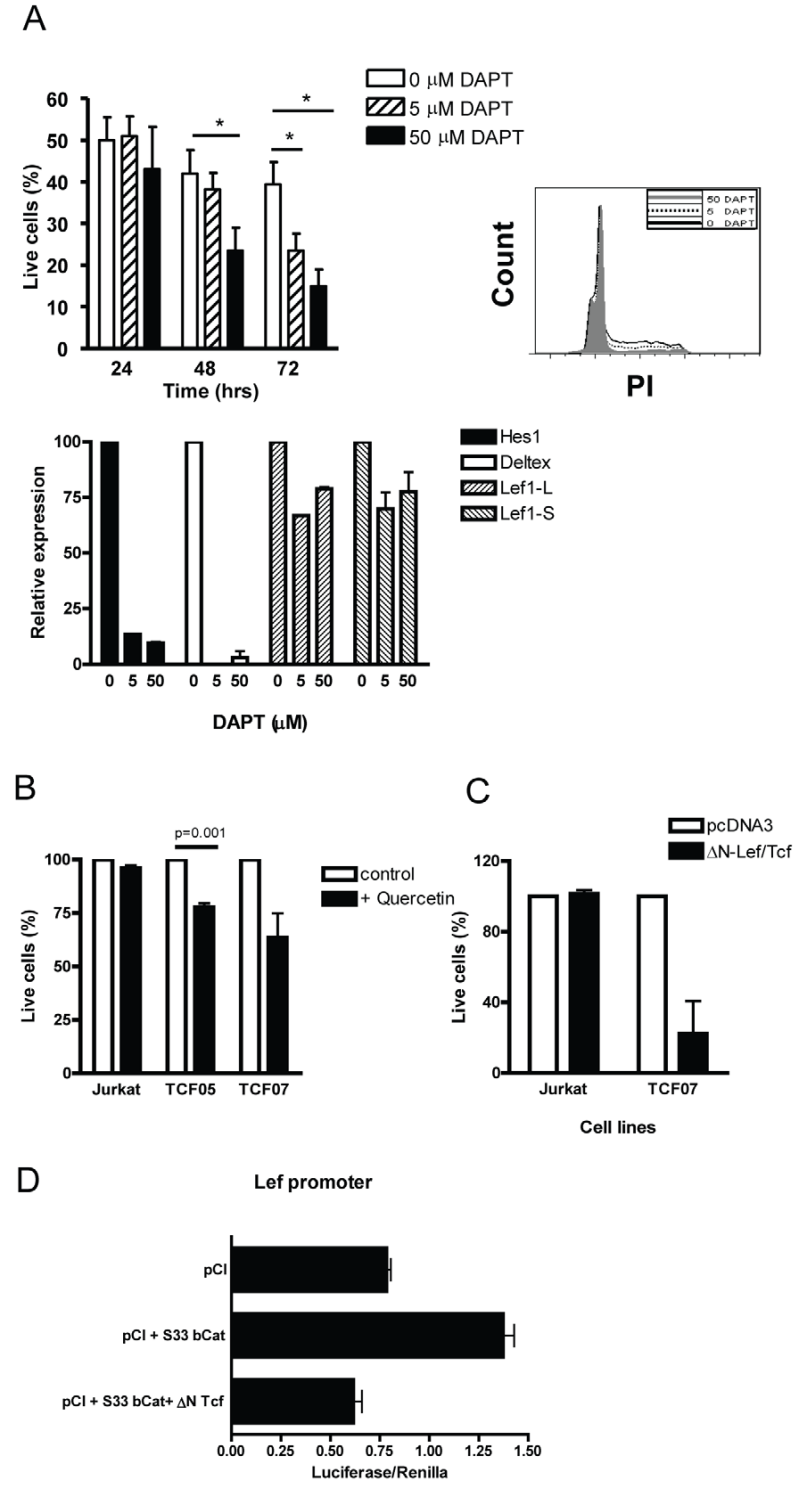
Tcf1-deficient lymphoma cells depend on Wnt and Notch signaling for their survival. Several Tcf1^−/−^ cell lines were established from Tcf1^−/−^ thymic lymphomas, and all cell lines show Notch1 mutations and a high ratio of Lef1 long over short isoform. (A) The TCF05 cell line (phenotyped as an ISP tumor) was cultured in the absence and presence of the indicated concentrations of γ-secretase inhibitor (DAPT). Percentage of live cells was determined after 24, 48, and 72 h using flow cytometry (AnnexinV/7AAD staining). After 24 and 48 h cell cycle analysis was determined by propidium iodide staining, and the relative expression of Hes1, Deltex, Lef1-L, and Lef1-S was determined. For the cell cycle analysis, one representative example is shown and the mean expression levels relative to Abl are shown of two independent experiments. (B) Three cell lines (Jurkat, TCF05, and TCF07) were cultured for 7 h in the presence or absence of Quercetin (25 µM), and the percentage of live cells was determined by flow cytometry (7AAD/AnnexinV staining). The mean percentage (± SEM) of live cells (7AAD−/AnnV−) is shown for the three cell lines of three independent experiments. (C) The Tcf1^−/−^ cell line TCF07 was established from a thymic lymphoma characterized as a DN3 tumor with a mutation in exon 34 of Notch1. This cell line and Jurkat cells were transfected with a GFP construct in combination with a control construct (pcDNA3) or a dominant negative Lef1/Tcf1 (pcDNA ΔNTCF) construct (used ratio GFP∶construct, 1∶10). The percentage of viable cells was determined within the transfected (GFP+) cells after 6 h. (D) HEK 293 T cells were transfected with a LEF-1 luciferase reporter plasmid containing Tcf/Lef-responsive elements. The cells were cotransfected with S33-Bcat or pCI (3 µg) or Delta N Tcf1 together with S33 B cat. To control for transfection efficiency, all transfections included the pRLTK-renilla reporter (0.15 µg). Luciferase activities are shown as mean of three independent experiments normalized to renilla activity.

To further investigate the Wnt and Lef1 dependency, we performed reporter gene analysis using the natural Lef1 promoter, which contains four consensus Tcf/Lef binding sites (Figure 6D). The luciferase experiments with the Lef1 promoter show that this promoter is Wnt responsive and demonstrate that Lef1 expression can be up-regulated by β-catenin-Lef1 complexes, providing a positive feedback loop. Such a positive feedback loop has been suggested before [25]. Consistent with the Wnt responsiveness, transfection of a ΔN Tcf1 construct, which acts as a dominant negative competitor, was capable of abolishing the β-catenin-induced activation of Lef1-dependent transcription. Thus, the Lef1 promoter is Wnt responsive and negatively regulated by short Tcf1 isoforms that lack the β-catenin interaction domain. Taken together, these data indicate that the highly deregulated Wnt signaling in the tumor cells is driven by Lef1; that it is frequently associated with increased Notch signaling, which acts as a collaborative oncogenic event; and that it is continuously required for survival of these lymphomas.

## Discussion

During normal hematopoiesis, Tcf1 is required to induce and maintain proliferation of developing T cells in the thymus [19] and inhibit apoptotic signals at the DP stage [23]. Absence of Tcf1 not only results in a severely reduced thymic cellularity but also blocks differentiation of the thymocytes [11],[19],[21]. It is remarkable that Tcf1^−/−^ cells blocked in differentiation develop into lymphoma cells, as we here report. We propose that Tcf1^−/−^ blocked thymocytes give rise to lymphoma cells due to deregulated Wnt signaling, which is driven by expression of deregulated expression of Lef1. This model is based on several key observations (Figure 7). First of all, in essentially all Tcf1^−/−^ tumors, a high expression of *Lef1* (selectively of the long form of Lef1, which is able to bind β-catenin) was found. This up-regulation of Lef1 likely acts as a compensatory mechanism for the lack of Tcf1 and is probably caused by lack of repression by Tcf1. We show much higher Tcf1 than Lef1 expression in the normal thymus, including the naturally occurring dominant negative isoforms of Tcf1. This suggests a direct repressor function of Tcf1 for Lef1 expression given the normally much higher Tcf1 than Lef1 expression in thymus. Especially since Lef1 has more long-beta catenin responsive isoforms (except in the SP stage), while Tcf1 has slightly more expression of the short form. Hence in the complete absence of Tcf1, Lef1 will take over as a Wnt-responsive transcription factor in the thymus. Thus, the lymphoma development is initiated by developmental arrest due to lack of Tcf1; thereby, the suppression of Lef1 expression by short Tcf1 isoforms is lifted. This leads to higher Lef1 expression and a propensity to higher Wnt responsiveness, restoring proliferation and increasing Wnt target gene expression and concomitantly to the possibility of induction of somatic mutations, such as those found in Notch1. Lef1 expression can be further enhanced by Notch, as shown in lymphomas that lack the E2A transcription factor [27]. Moreover, Lef1 can also positively regulate its own expression through Wnt dependent ([26], plus data in Figure 6D) and independent mechanisms [26],[28]. Finally, up-regulation of other oncogenes will lead to frank lymphoma/leukemia development. In this respect, up-regulation of T-ALL oncogenes such as *Lmo2* and *Mef2C* in the Tcf1^−/−^ thymocytes may also contribute to the preleukemic nature of these cells. 

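Lmo2, a LIM-only transcriptional regulator, and Mef2c, a MADS-box transcription factor, were higher in Tcf1-/- thymi without a tumor than in control thymi. The log2 signal of Lmo2 was 9.79 ± 0.64 (SD, n = 4) against 6.58 ± 0.30 (SD, n = 5), a log2 fold change of 3.21 (standard error 0.29, adjusted p = 0.00015 from limma). Mef2c was at 9.74 ± 1.00 (SD, n = 4) against 5.38 ± 0.91 (SD, n = 5), a log2 fold change of 4.37 (standard error 0.54, adjusted p = 0.000588). All 4 Tcf1-/- thymi lay above the highest control for both genes (exact two-sided permutation test, p = 0.00794). In lymphomas Mef2c fell again by 4.07 (standard error 0.44, adjusted p = 6.66e-05), and neither gene differed between lymphomas and controls (0.22 for Lmo2 and 0.30 for Mef2c, adjusted p = 0.791 and 0.736). Mef2c is also expressed by B cells and Lmo2 by B and myeloid cells, and in the same thymi 8 of 10 B-cell markers and 12 of 12 macrophage and monocyte markers rose, with list medians of 3.36 and 2.58. By the exact Mann-Whitney U test adjusted over all genes neither passed (adjusted p = 0.0911), since 4 mice against 5 cannot give an exact p under 0.0159.

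**Figure D4:**
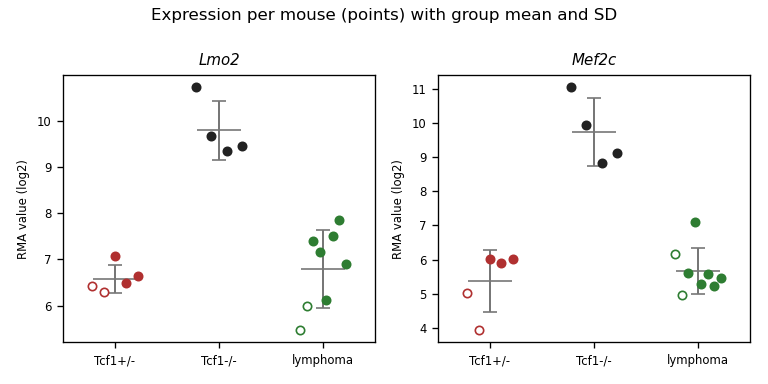
Log2 signal (RMA) of Lmo2 and Mef2c in each mouse, with points for single mice and bars for the mean and SD, in red for Tcf1+/- (n = 5), black for Tcf1-/- without a tumor (n = 4) and green for lymphoma (n = 8); open circles are the 4 arrays that stood apart. The 4 Tcf1-/- thymi without a tumor lie above all controls.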

Importantly, the in vivo evidence for this model was provided by crossing Tcf mice with Axin2-LacZ-reporter mice. Tcf1^−/−^ mice without tumors have a reduced level of Wnt-activity in all thymocyte subsets compared to Tcf1^+/−^ mice, whilst Tcf1^−/−^ thymic lymphoma cells show a very high level of Wnt-activity in blocked thymocytes.

**Figure 7:**
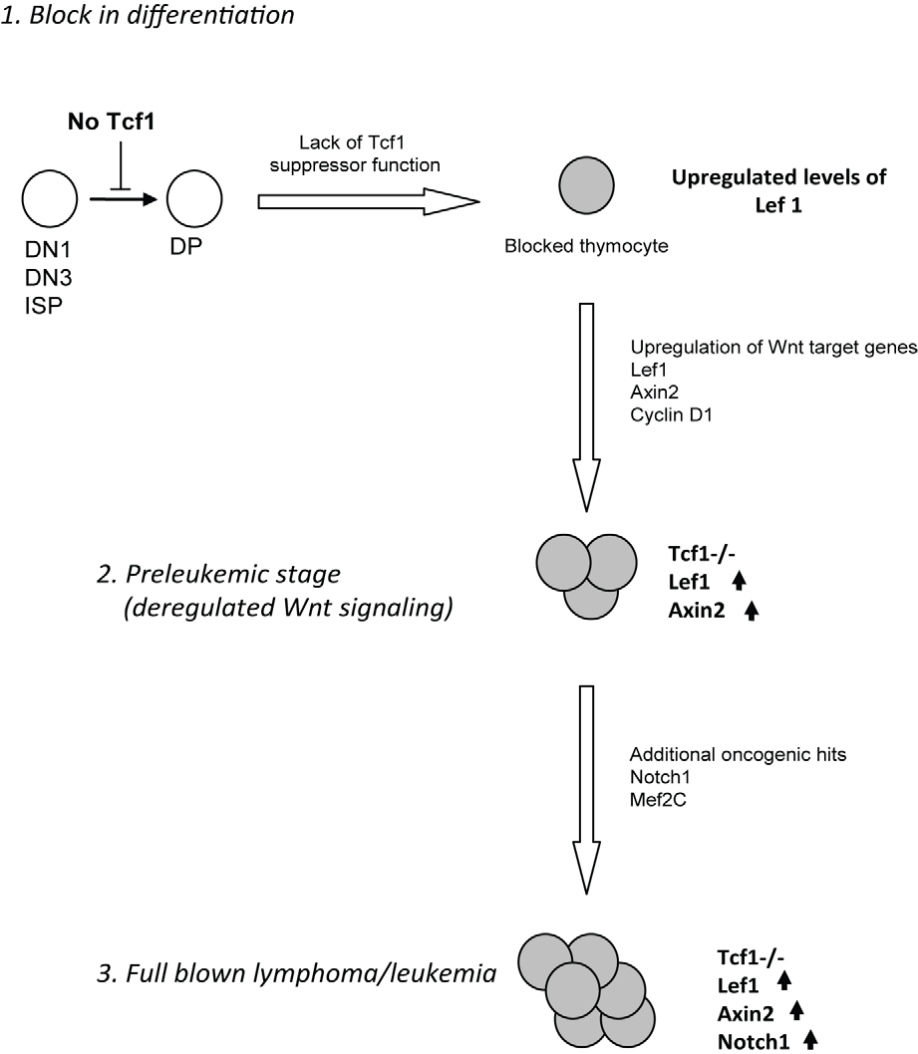
Mechanism of lymphomagenesis caused by Tcf1 deficiency. In the absence of Tcf1, thymocyte development is blocked at several stages (DN1, DN3, and ISP). Arrested thymocytes lack all isoforms of Tcf1, including the repressive isoforms. Loss of these repressive isoforms results in an up-regulation of Lef1, of which the long isoforms are most abundant in the thymus. Subsequently, Lef1 is capable of interacting with β-catenin as a compensatory mechanism, inducing deregulated Wnt signaling as measured by the high expression of *Axin2* in the vast majority of the lymphomas, forming a pre-leukemic stage. After additional mutations are acquired, of which activating mutation in *Notch1* frequently occur, and also other oncogenes such as *Mef2C* and *Lmo2* are likely candidates to be affected, full-blown lymphoma/leukemia develops.

It is of interest to compare the Tcf1^−/−^ lymphomas with two other murine lymphoma models, namely those induced by activated β-catenin and by lack of E2A. The development of Tcf1^−/−^ lymphomas contrasts with thymic lymphomas induced by overexpression of β-catenin in that the latter show no Notch1 mutations [29] but may be dependent on p53 absence [30]. In the E2A-deficient lymphomas, Lef1 is a Notch target gene only in the context of the lymphoma cells, but not in normal progenitors, and Lef1 is essential for lymphomagenesis. Thus, in the absence of normal regulatory mechanisms in thymic lymphoma cells provided by E2A or Tcf1, Lef1 can act as an important oncogene. Interestingly, the Tcf1^−/−^ thymic lymphomas easily gain additional mutations in the *Notch1* gene (in contrast to the β-catenin-dependent lymphomas), which leads to further development of these lymphomas. Once Notch1 expression is established, it may serve as an accelerator of the Lef1-mediated deregulated Wnt signaling, ensuring increased survival and expansion of the lymphoma cells [27].

In the human equivalent of these T-cell lymphomas, T-cell acute lymphoblastic leukemias (T-ALL), several genetic abnormalities have been described including Notch1 mutations in a large proportion of all human T-ALL [31]. While it is difficult to unravel the stepwise process of leukemia development in humans, the activating mutations in Notch1 are not always the initiating events as shown by data from a leukemia that was observed in a gene therapy trail for X-linked SCID [32]. In this case, it was conclusively shown that insertional mutagenesis near the LMO2 proto-oncogene was the first genetic aberration followed by Notch1 mutations and further genetic aberrations [32]. It will be of high interest to see if loss of Tcf1 tumor suppressor function occurs in human T-ALL. Whether loss of function of Tcf1 as a tumor suppressor gene actually occurs in human T-ALL is currently under investigation. Human T-ALL with mutations in Lef1 have been described, although the mechanistic consequence of these mutations is currently unclear [33].

Two recent studies from the Bhandoola and Gounari laboratories, respectively, have conclusively demonstrated a key role for Tcf1 in establishing T-cell commitment [10],[16].

Deletion of β-catenin in the thymus has been reported both to affect T-cell development (using Lck-CRE) or to have no effect at all, when uisng *Mx*-Cre-mediated deletion of β-catenin [34] or β- and γ-catenin simultaneously [35],[36]. However, our recent work on Wnt dosage in various hematopoietic lineages including thymocytes suggests that the lack of phenotype using mx-Cre might be caused by the fact that Wnt signaling was not completely abolished in these models [37],[38]. Moreover, the Held Group also published that the Tcf1 phenotype can be complemented by transgenic expression of a long Tcf1 isoform but not by a short (non/Wnt responsive) isoform [23]. Therefore, a major role for Tcf1 in the thymus is to integrate Wnt responsive signals and thereby allow T-cell development to occur normally. Nevertheless, our current work also indicates an important non/Wnt-dependent role of TCF, as a negative regulator of the Wnt pathway. The recent work of Bhandoola is also interpreted as a non/Wnt-dependent effect. Therefore, it is an intriguing possibility that both Wnt-dependent effects of Tcf1 (e.g., Wnt-driven proliferation of DN thymocytes) and Wnt-independent effects (induction of T-cell specification) collaborate in the early stages of T-cell development.

In summary, we here report that Tcf1 has a dual function during T-cell development: first, it is needed as a transcriptional activator of Wnt-induced proliferation, but unexpectedly it also acts as a transcriptional repressor and tumor suppressor gene to prevent the development of thymic lymphomas and it may also function in a Wnt-independent way in these early stages of T-cell development, as suggested by recent work [16] perhaps by repressing genes of alternative (non-T) lineages. We conclude that Tcf-1 acts as a molecular switch between proliferative and repressive signals during T-cell development in the thymus.

## Materials and Methods

### Mice

C57Bl/6 Tcf1^−/−^^ΔVII/ΔVII^ were originally described by Verbeek [19], C57Bl/6-CD45.1 (Ly5.1) and C57Bl/6-Rag1^−/−^ mice were obtained from the Jackson Laboratory, and Conductin(Axin2)-LacZ mice were kindly provided by B. Jerchow and W. Birchmeier (Max Delbrück Center for Molecular Medicine, Berlin, Germany) [39]. All mice were kept in the specified pathogen-free (SPF) breeding section, and this study was approved by the institutional Animal Ethical Committee of the Erasmus MC, Rotterdam and the Leiden University Medical Center, Leiden.

### Immunohistochemistry

Paraffin sections of organs of Tcf1^−/−^ mice were stained with H&E or with antibody against CD3 (A045229; DAKO, Glostrup, Denmark) and biotinylated goat anti-rabbit IgG (BA-1000; Vector Labs, Burlingame, CA, USA) as the secondary antibody. Visualization was enforced with ABC staining kit (PK6100, Vector Labs) with 3,3′-diaminobenzidine tetrahydrochloride (DAB, D5637, Sigma-Aldrich, St Louis, MO, USA) as substrate. Mayer's hematoxilin was utilized as nuclear counterstaining.

### Flowcytometry

The following antibodies were obtained from BD Biosciences (San Diego, CA): anti-CD3-APC (145-2C11), anti-CD4-PeCy7 (RM4-5), anti-CD8-PerCP(53-6.7), anti-CD25-PE (PC61), anti-CD44-PE (IM7), anti-CD24-FITC (M1/69), anti-cKit-PeCy7 (2B8). Lineage markers Mac1 (M1/70), Gr1 ((RB6-8C5), B220 (Ra3-6B2), and Ter119 and Nk1.1 (PK136) were all biotinylated and streptavidin APC-Cy7. Cells were stained in Fluorescence-activated cell sorter (FACS) buffer (PBS, 2% bovine serum albumin, 0.1% sodium azide) for 30 min at 4°C. Intracellular β-galactosidase activity was measured by staining cells with 2 mM fluorescein di-β-D-galactopyranoside (FDG) substrate (Molecular Probes). FDG was loaded into the cells by hypotonic shock at 37°C for 1 min, prior to cell surface antibody staining. The β-galactosidase reaction was stopped with 1 mM phenylethyl β-D-thiogalactopyranoside (PETG, from Molecular Probes). Cells were washed and immediately analyzed on a Canto I (BD Biosciences). Data were analyzed using FlowJo software (Tree Star, Ashland, OR, USA).

### In Vivo Tumor Induction

Lymphoma or thymocyte suspensions of previously characterized mice were prepared aseptically. Cells (5×10^5^) were injected in the tail vein of sublethally irradiated (4 Gy) Rag1^−/−^ mice. The mice were bled every 4 wk until the end of the experiment. The presence of lymphoma cells was investigated by flow cytometry.

### Southern Blot Analysis

DNA (10 µg) was digested with *Eco*RI overnight at 37°C, separated on a 0.7% agarose gel, and blotted onto a positively charged nylon membrane (Hybond, Amersham). Southern blots were probed with a ^32^P-labeled 1.2 kb *Eco*RI-*Cla*I genomic fragment recognizing the Jβ2 region of the TCRβ gene.

### Western Blot Analysis

Total protein lysates and nuclear extracts were generated from total thymocytes and sorted populations (DN, DP, and SP). Total protein lysates were generated by immediately lysing the cells in boiling sample buffer (150 mM Tris-HCl pH 6.8, 300 mM DTT, 30% glycerol, 6% SDS, 0.1% bromophenol blue). Nuclear extracts were generated by resuspending cells in buffer A (10 mM Hepes, 1.5 mM MgCl2, 10 mM KCl, 1 mM EDTA, 0.5 mM DTT and freshly added protein inhibitor cocktail [PIC]) for 15 min on ice. Subsequently NP40 (final concentration 0.6%) was added, thoroughly mixed, and the cytoplasmic extract was removed by centrifugation. Remaining nuclei were lysed by incubating with buffer C (20 mM Hepes, 10% glycerol, 1.5 mM MgCl2, 0.42 M NaCl, 0.2 mM EDTA, and freshly added DTT and PIC) for 30 min at 4°C. Nuclear extracts were ready after centrifugation. Protein concentration was measured using BCA Protein Assay kit (Pierce, Rockford, MD, USA). Lysates containing 1 µg of protein were separated by electrophoresis on a 10% SDS-polyacrylamide gel and transferred onto PVDF membranes. Nonspecific binding was blocked by incubation in blocking buffer (2.5% BSA in TBS-Tween) followed by incubation with the primary antibodies and the appropriate secondary antibodies conjugated to horseradish peroxidase. All isoforms of Tcf1 were detected by anti-Tcf1 antibody (clone C46C7, rabbit mAb, Cell Signaling, Boston, USA), and all Lef1 isoforms were detected by anti-Lef1 antibody (clone C18A7, rabbit mAb, Cell Signaling). Equal loading was confirmed by reprobing the blots with an anti-actin antibody.

### Microarray Analysis

Thymocytes were homogenized for RNA isolation using Qiagen RNeasy minicolumns. The quantity and quality of total RNA was determined using spectrophotometry (Nanodrop) and an Agilent Bioanalyzer. One µg of RNA was used to generate cRNA using Affymetrix One cycle cDNA synthesis kit (Affymetrix, Santa Clara, CA, USA), after which the samples were biotinylated using an Affymetrix IVT labeling kit (Affymetrix). The samples were hybridized overnight at 42°C to GeneChip mouse genome 430 2.0 Arrays (Affymetrix). Washing and staining steps were performed on a Fluidics station 450, and the Genechips were scanned using a GeneChip scanner 3000 (Affymetrix) at the Department of Immunology, Erasmus Medical Center. Raw data were normalized and summarized using Robust Multichip Average (RMA) method [40]. Array analysis was performed using R-2.14 (http://cran.r-project.org/) and Bioconductor 2.9 software (http://www.bioconductor.org/) using the bpca [41] and gplots [42] packages. From the dataset, genes were selected for display in heatmaps, in which the rows of the expression matrix were ordered by hierarchical clustering of Eucledian distances between the samples, with the expression intensities being scaled per probeset. Principal component analysis was performed on a dataset of Tcf1^+/−^, Tcf1^−/−^, and Tcf^−/−^ tumor samples, using selection of Wnt and Notch response genes (*Emp1*, *Tcf7*, *Tnfrsf19*, *Hes1*, *Dtx1*, *Notch1*, *Axin2*, *Lef1*, *Cd44*, *Runx2*, *Fn1*, *Cdh1*, *Jun*, *Ccnd1*, *Krt8*, *Id2*, and *Jag1*). The first three principal components are displayed.

### Real-Time Quantitative-PCR Analysis (RQ-PCR)

Total RNA was extracted using Qiagen RNeasy minicolumns. One µg of total RNA was used as a template for cDNA synthesis, using Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA), Oligo dT, and random hexamer primers. The RQ-PCR reaction was performed using TaqMan Universal mastermix (Applied biosystems, Foster City, CA, USA) and was run on a PRISM 7700 sequence detection system containing a 96-well thermal cycler (Applied Biosystems). The following primers were used in combination with FAM-labeled probes from the universal probe library (Roche): Deltex1 forward primer: 5′-GAAGAACTTGAATGGCACTGG-3′; reverse primer: 5′-GTTTGGGTGCTCGTGTCAG-3′; Lef1 short forward primer: 5′-GCGACACTTCCATGTCCAG-3′; reverse primer: 5′-TCCTGTTTGACCTGAGGTGTTA-3′; Lef1 long forward primer: 5′-TGGTTAACGAGTCCGAAATCA-3′; reverser primer: 5′-AGAGGACGGGGCTTGTCT-3′; Axin2 forward primer: 5′-GCAGGAGCCTCACCCTTC-3′; reverse primer: 5′-TGCCAGTTTCTTTGGCTCTT-3′; Hes1 forward primer: 5′-AAACACTGATTTTGGAGCACT-3′; and reverse primer: 5′-TGCTTCACAGTCATTTCCAGA-3′. RQ-PCR results were normalized to *Abl* expression in the same sample: forward primer: 5′-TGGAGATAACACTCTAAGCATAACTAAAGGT-3′; reverse primer: 5′-GATGTAGTTGCTTGGGACCCA-3′; and probe: 5′-FAM-CCATTTTTGGTTTGGGCTTCACACCATT-TAMRA-3′.

### Notch1 Mutation Analysis

cDNA of total thymus was used for the amplification of exons encoding the Notch1 heterodimerization and PEST domains. Primers used for the identification of activating Notch1 mutations are described elsewhere [43].

### Tcf1^−/−^ Cell Line Experiments

Several Tcf1^−/−^ cell lines were established from Tcf1^−/−^ thymic lymphomas, and all cell lines show Notch1 mutations and a high ratio of Lef1 long over short isoform. Transfection experiments were performed by transfecting the cell line with eGFP together with either a control construct (pcDNA3) or a dominant negative Lef1/Tcf1 construct (transfection ratio GFP∶construct, 1∶10) using AMAXA electroporation technology. Transfected cells were identified based on GFP positivity and phenotype, and cell viability was determined 6 h after transfection. Discrimination between viable and dead cells was performed by staining the cells with AnnexinV and 7AAD (BD Bioscience). Tcf1^−/−^ cell line cultures were performed in the presence and absence of the γ-secretase inhibitor DAPT (0, 5, and 50 µM) or Quercetin (50 µM). At the indicated time points, cell cycle analysis was performed using propidium iodide, live cells were determined by 7AAD/AnnexinV stain, and RNA was isolated for gene expression levels.

### Luciferase Reporter Gene Assays

293 T cells were cultured in Iscove's Modified Dulbecco's Medium supplemented with 10% fetal bovine serum, L-glutamin, and penicillin/streptomycin and transfected using the Fugene method according to the manufacturer's procedures (Roche). The cultures were transfected with 1.5 µg LEF-1 4000 luciferase reporter plasmid (containing four Tcf/Lef-responsive elements) or 1.5 µg of the LEF-1 600 luciferase reporter plasmid (all Tcf/Lef-responsive elements deleted) (kindly provided by Dr. J. Skokowa, Hannover Medical School [44]). The cells were cotransfected with S33-βcatenin and/or pCI and/or ΔN-Tcf (3 µg). To control for transfection efficiency, all transfections included the pRLTK-renilla reporter (0.15 µg). Transfected cells were cultured for 24 h and then lysed and assayed for reporter activity. Luciferase and Renilla activity was measured using a dual-luciferase reporter assay system from Promega (Madison, USA). All luciferase activities were normalized to Renilla activities.

### Statistical Analysis

Statistical analysis was performed using the Mann–Whitney U test (Prism GraphPad Software, San Diego, CA, USA). *p*<0.05 was considered statistically significant.

## Abbreviations

DN: double negative
DP: double positive
ETP: early thymic progenitor
HMG: high mobility group
ICAT: inhibitor of the interaction between beta-catenin and Tcf/Lef factors
ISP: immatures single positive
Lef: Lymphocyte enhancer binding factor
MFI: mean fluorescence Intensity
Tcf: T cell factor

How the deposited data were processed for this re-analysis (not part of the article)

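Gene expression was measured in the thymus of 17 mice, 5 Tcf1+/- mice, 4 Tcf1-/- mice without a tumor and 8 Tcf1-/- mice with a thymic lymphoma, on Affymetrix GeneChip mouse genome arrays. Groups were taken from the titles and strains given for the samples, and all 17 arrays could be assigned. The deposited values are on the log2 scale, as the authors obtained them by RMA, which corrects for background, equalizes the distributions of probe signals between arrays and summarizes the probes of each probe set. The authors name R 2.14 and Bioconductor 2.9 for their analysis and no version of RMA. Because RMA equalizes distributions, a change shared by most genes cannot be seen in these values.

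Of the probe sets, 64 are controls, 34958 carry a single gene symbol, 932 carry several and 9211 carry none, and only those with a single symbol were used. For each of the 18194 genes the probe set with the highest mean over the 17 arrays was taken. Genes above the 40th percentile of an array in at least 4 arrays were tested, 13756 in all. The genes Tal1 and Tal2 did not pass this filter and their values come from a fit without it. Some genes, among them genes that the paper names, are not reported here.

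Comparisons between groups used limma 3.58.1 in R 4.3.3, with a separate fit for each pair of groups, empirical Bayes moderation and Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05. Genes of Fig. 3B were divided by the Abl1 signal after returning to the linear scale and compared with the exact two-sided Mann-Whitney U test that the paper names, and single genes also with exact two-sided permutation tests of the difference of means. A total of 35 gene lists were tested with limma's camera at a preset correlation between genes of 0.01 and again with an estimated correlation. The principal component analysis scaled each gene and used the first 3 components, and its silhouette width was compared with 100000 permutations of the group labels. Genes named in the text are those the paper names in its array results, the 10 highest and the 10 lowest changes per comparison among called genes whose values do not overlap between the groups, and up to 4 members of each list described. Symbols of unnamed transcripts were left out of the 10 highest and 10 lowest.

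The fits were tested on simulated data with 200 changed genes. Of changes of 1 on the log2 scale, 44% were called for lymphomas against Tcf1-/- thymi, 49% for lymphomas against controls and 52% for Tcf1-/- thymi against controls, and of changes of 2, 90%, 92% and 87%, with 8, 12 and 5 false calls. In such simulated data a called set is far from complete for changes near 1. The fits of the real data called 1747 to 2037 genes, more than the 200 simulated. The adjusted threshold depends on the number of changed genes, so recovery in the real data can differ from these values.

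Mice of the lymphoma and control groups share the numbers 1 to 5, and their arrays were checked for pairing. After subtraction of the group means, the 5 pairs of lymphoma and control arrays with the same number had correlations of 0.246 to 0.625, and the array of the same number was the closest in 2 of 5. Numbers 1 and 2 are those of the 4 arrays that stood apart. The fit with the mouse number as a block used these 5 pairs and left out the lymphomas without a control of the same number. It called 1784 genes in place of 1747, of which 1151 were shared. Its share of higher genes was 49.6% in place of 66.9%. Of the lists 1 changed its call (macrophage and monocyte markers, camera adjusted p = 0.538 without and 0.0332 with the block, lower in lymphomas). No count without the block is given for these pairs, so its effect cannot be told apart from that of leaving out lymphomas. The samples were not treated as pairs.

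Alternatives set beforehand were a fit of all 17 arrays, leaving out each mouse in turn, the mouse number as a block, no filter or the 60th percentile as filter, other probe sets or their mean, other normalizations between arrays, other variance models, the Mann-Whitney U test over all genes and an added threshold of 1 on the absolute log2 fold change. Leaving out the 4 arrays that stood apart, fitting the array set as a block, Y-linked signal as a covariate and the mean of all Abl1 probe sets were added after the data had been seen. RQ-PCR, reporter, protein and cell line measurements of the paper were not analysed here.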

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

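The tests of a lower share of thymocytes, of added B, myeloid and NK cells, of the called genes under the array set as a block, of RNA degradation and of the lymphomas with Y-linked signal over genes called without them, with its bounds, were chosen after the results were seen, as were the runs without the 4 arrays that stood apart, with the array set as a block and with Y-linked signal as a covariate. The other tests were written down before they were run, but after the counts of changed genes and the list results had been looked at. The rule that brings lists of markers of other cells into this section was loosened to the preset correlation after none had passed with an estimated correlation.

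Markers of B cells, macrophages, dendritic cells and NK cells, on which the paper does not report, were higher in Tcf1-/- thymi without a tumor than in controls, with list medians of 3.36, 2.58, 2.141 and 2.32 on the log2 scale, 8 of 10, 12 of 12, 8 of 9 and 6 of 7 members rising (8, 12, 8 and 7 when adjusted over the list alone) and camera adjusted p = 5.13e-09, 3.67e-10, 1.19e-08 and 6.44e-08, or adjusted p = 0.0912, 0.140, 0.0912 and 0.0912 with an estimated correlation, under which none of these lists was called. The B-cell median exceeded that of the thymic epithelial markers by 3.25, while the changes of the latter had an interquartile range of 1.53. This tests a lower share of thymocytes only if it raises all other cells alike. The Methods name thymocytes as the source, so how many epithelial cells the samples hold is not known. The paper also gives a far lower cellularity for Tcf1-/- thymi. The test therefore cannot decide on a lower share of thymocytes. The 4 arrays that stood apart are argued against as the source by the 88.2% of the 34 called markers that stayed called without them. Cd79a, Lyz2, Cd74 and Nkg7, abundant transcripts of these cells, were all 4 above the highest control in each Tcf1-/- mouse, with lowest values of 9.95, 12.4, 13.4 and 9.85 against highest control values of 7.46, 11.1, 11.8 and 8.57, but these genes belong to lists already seen to rise, so the test cannot decide. More B, myeloid and NK cells in the Tcf1-/- thymus, fewer thymocytes beside them and induction of these genes within thymocytes cannot be told apart here. All of these stay open, and the paper's text describes no sort for these arrays. Chance can be excluded as the source of the 2037 genes called in this comparison, since 1 of 100 splits of the 9 mice, the real one, gave as many and the highest other gave 1.

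Of the 13 arrays of lymphomas and controls, 4 stood apart (lymphoma replicates 1 and 2, Tcf1+/- replicates 1 and 2), with narrower signal distributions and brighter hybridization controls. The fit with the array set as a block called 3752 genes and kept 100% of the 1747 genes called between the groups, in the same direction. Their median was 1.01 of the change without the block (quartiles 0.961 and 1.051). With 2 of 5 controls and 2 of 8 lymphomas in the set, the design leaves the block little to move, so this fit cannot decide. These arrays as the whole source of the 1747 are argued against by the run without them, in which 1019 stayed called. The other 728 had a median of 0.852 of their change while their median standard error rose from 0.214 to 0.244 with 4 fewer mice. A part played by these arrays stays open for the 728. Chance is excluded within array sets, where 1 of 100 splits, the real one with 3752 genes under the array set as a block, gave as many and the highest other gave 984, while over all 13 mice 4 of 100 splits gave 1747 or more and the highest of the others called 4017 genes and followed the array set (Tcf1+/- replicates 3, 4 and 5 with lymphoma replicates 3 and 5 to 8), so the set is a structure of the samples that moves many genes. The lowest Gapdh difference between the 3' and 5' probe sets on the 4 arrays exceeded the highest of the others by 0.160 and that of actin overlapped (1.37 to 2.38 against 0.32 to 1.94), and since a separate labelling run gives the same kind of difference, it cannot be told apart from more degraded RNA, and no biological explanation of the set was tested.

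Y-linked transcripts were found in all 4 Tcf1-/- mice without a tumor and in 2 of 8 mice with a lymphoma, so Y-linked signal and tumor are partly confounded in the 2020 genes called between these groups, and in lymphoma replicates 2 and 5 Xist was also low (6.91 and 6.08, against 10.1 to 12.3 in the other lymphomas without Y-linked signal), so that absent Y-linked signal is not a safe sign of sex. Of the 1720 genes called between the lymphomas without Y-linked signal and the Tcf1-/- thymi, 1557 were among the 2020. The 2 lymphomas with Y-linked signal took no part in that choice. They had a median of 0.809 of the change of the others (quartiles 0.641 and 0.960, medians 0.742 and 0.903 in the 2 mice). Of the genes, 99.4% went in the same direction and 12.4% had a share under 0.5, where a median under 0.5 was required for sex alone. The other 27 pairs of lymphomas left out in the same way had medians of 0.662 to 1.07. However, both changes are taken against the same 4 Tcf1-/- mice, which helped to choose the genes and so raise the share. Its value under sex alone was not computed, so the share cannot decide whether sex is the whole source. These are 2 mice, and a bound of 0.8 tried before that of 0.5 was passed by less than the spread. Sex therefore stays open beside tumor growth for these genes. For the other 463 of the 2020 it cannot be told apart from tumor growth, since the median of 0.909 over the 2020 is taken over genes that these 2 lymphomas helped to choose. With Y-linked signal as a covariate the count was 359 (53 higher, 306 lower), of which 356 were among the 2020. All 4 Tcf1-/- mice have Y-linked signal, so the change in that fit is that of the same 2 lymphomas. For the 2020 genes its median of 0.909 of the change before (quartiles 0.780 and 1.035) is thus the same value and adds no separate evidence. The median standard error rose from 0.260 to 0.367. Chance is excluded for the 2020 genes of the fit without that covariate, since 1 of 100 splits of the 12 mice, the real one, gave as many and the highest other gave 12.

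Fibroblast markers were higher in Tcf1-/- thymi without a tumor than in controls, with a list median of 0.89 and 6 of 10 members rising (6 when adjusted over the list alone, camera adjusted p = 0.000218, or 0.0794 with an estimated correlation).

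A sample far from the others of its group was found in 7 of 72 groups of values of the genes the paper names, where about 1 in 20 is given by chance. Ccnd1 was at 5.41 in Tcf1+/- replicate 2, below 6.55 to 6.98 in the other controls. Dtx1 was at 11.6 in lymphoma replicate 4, below 12.7 to 13.0 in the other lymphomas. Jag1 was at 7.64 in Tcf1-/- replicate 1, above 6.38 to 6.56 in the other Tcf1-/- thymi. Lyl1 was at 9.94 in Tcf1-/- replicate 1, above 8.49 to 8.54, and at 10.5 in lymphoma replicate 2, above 6.04 to 7.93. Stil was at 5.89 in Tcf1-/- replicate 1, below 8.51 to 8.66, and at 7.67 in lymphoma replicate 2, below 8.54 to 9.08.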

How the results depend on the processing

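Runs without the 4 arrays that stood apart, with the array set as a block, with Y-linked signal as a covariate and with the mean of all Abl1 probe sets were chosen after the data were seen. Directions turned only for differences that had not passed and for other probe sets. Over the 20 most changed genes of each comparison, a call was lost in 17 pairs of gene and setting for lymphomas against Tcf1-/- thymi (543 kept), 3 for lymphomas against controls (597 kept) and 20 for Tcf1-/- thymi against controls (480 kept). Where no cause is given below, the cause was not tested.

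For lymphomas against Tcf1-/- thymi the count of 2020 changed genes was 1305 with Abl1 subtracted, 1220 with an absolute log2 fold change of at least 1, 584 (46 higher, 538 lower) with the mouse number as a replicate block over 4 pairs of numbers, which leaves out 4 lymphomas, 359 with Y-linked signal as a covariate, and 1014 to 2203 when single mice were left out (1014 and 1271 without Tcf1-/- replicates 1 and 2). The pairs of numbers had correlations of -0.19 to 0.09 there and of -0.29 to 0.12 between Tcf1-/- and control arrays, so these numbers pair nothing. For lymphomas against controls the 1747 became 1030 with Abl1 subtracted, 853 with the fold change threshold, 971 with the covariate, 3752 with the array set as a block, 2871 in the 4 arrays alone and 1177 to 1950 with single mice left out. For Tcf1-/- thymi against controls the 2037 became 1257 with the mouse number as a block over 4 pairs of numbers, which leaves out Tcf1+/- replicate 5. Without that mouse and with no block the count was 1595. It was 1327 with the fold change threshold, 3418 with the array set as a block and 1394 to 2042 with single mice left out. By the exact Mann-Whitney U test 0 genes were called there at an adjusted p under 0.05 (2977 at an unadjusted p), as 4 mice against 5 cannot reach a lower p than 0.0159, so that of Lmo2 and Mef2c 0 were called and of the genes the paper calls low 0 were higher. Abl1 subtraction moved the median change between lymphomas and Tcf1-/- thymi from 0.0988 to 0.195.

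Relative to Abl1, Myc in lymphomas against Tcf1-/- thymi was -0.0822 without division by Abl1, -0.64 and -0.74 with the other Abl1 probe sets, -0.75 with the mouse number as a block, -0.0737 with the mean of all Abl1 probe sets and -0.15 to 0.25 with single mice left out. Ccnd1 in that comparison was -0.16 and -0.26 with the other Abl1 probe sets. Lef1 in Tcf1-/- thymi against controls was -0.0041 without the 4 arrays and -0.21 to 0.37 with single mice left out. A dimmer probe set of Dtx1 gave -0.20 for lymphomas and -0.41 for Tcf1-/- thymi against controls. The 12 comparisons of Fig. 3B genes under 0.05 became 7 and 6 with the other Abl1 probe sets, 5 without the 4 arrays, where fewer mice were tested, and 9 to 12 with single mice left out. Oncogenes higher in lymphomas numbered 1 in a fit of all 17 arrays and 0 to 1 with single mice left out. Tal2 was 0.082 with the mouse number as a block, 0.0167 with median centring, 0.0666 with Abl1 subtracted, 0.0493 with the covariate, 0.0122 with its other probe set and -0.15 to 0.0689 with single mice left out. Other probe sets gave Emp1 0.0213 and Cd44 -0.10 for Tcf1-/- thymi against controls, and Emp1 0.0787, Cd44 0.20 and Jag1 0.0596 for lymphomas against Tcf1-/- thymi. With an estimated correlation 1, 2 and 3 lists passed for lymphomas against Tcf1-/- thymi, lymphomas against controls and Tcf1-/- thymi against controls, in place of 14, 13 and 17.

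An alternative of the principal component analysis that leaves out a gene not analysed here was not run. Signals near background, as for Tal1 and Tal2, limit what these arrays can show for dim genes.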

Differences from the paper's values

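The mean of all Abl1 probe sets and the run without the 4 arrays that stood apart were chosen after the values were seen. The paper's values are means relative to Abl from Fig. 3B, read by eye, and the values here are means of the ratio to the Abl1 probe set with the highest signal.

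For Axin2 the paper's values are about 2 in lymphomas, about 0.6 in controls and about 0.4 in Tcf1-/- thymi without a tumor (Fig. 3B, read by eye), against 0.751, 0.218 and 0.156 here. For Ccnd1 they are about 2, about 0.35 and about 1.3 (Fig. 3B, read by eye), against 0.901, 0.137 and 0.656 here. For Myc they are about 4.8, about 2.4 and about 3.6 (Fig. 3B, read by eye), against 1.84, 0.864 and 1.54 here. For Hes1 they are about 3.1, about 0.6 and about 1 (Fig. 3B, read by eye), against 1.38, 0.231 and 0.452 here. For Dtx1 they are about 20, about 2 and about 12 (Fig. 3B, read by eye), against 10.8, 0.798 and 5.40 here. The 3 values of Lef1 did not differ. Of the alternatives set before the data were examined, only other probe sets of Abl1 and of each gene were set against the figure. The value for Ccnd1 in Tcf1-/- thymi no longer differs with its other probe sets (0.756 and 0.868). With other Abl1 probe sets Axin2 in lymphomas (20.2 and 8.99) and Ccnd1 in lymphomas (11.3 with 1 of them) lie further from the figure and count as not differing only because their SD is wide, and with the other probe sets tried the remaining values differ. With the mean of all Abl1 probe sets, chosen after seeing the values, none of the 15 differs, but the 3 values of Lef1 then do (18.3 in lymphomas, 8.96 in controls and 10.4 in Tcf1-/- thymi).

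The paper states that Tcf1-/- thymi without a tumor were marked by low expression of Emp1, Krt8, Cd44, Fn1, Jag1, Id2 and Cdh1. Of these 7 genes, 0 were lower than in controls at an adjusted p under 0.05 from limma and 5 were higher (Cd44 2.38, Fn1 3.82, Jag1 2.66, Id2 1.96 and Cdh1 3.63 on the log2 scale), while against lymphomas 0 were lower in Tcf1-/- thymi. Under no setting was any of them called lower than in controls; a further Cd44 probe set had a difference of -0.10 from controls. The paper's sentence stands in its account of the principal component analysis and does not name the group it compares with.

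The paper states that Lef1 is already high in thymi before leukemia, while here Lef1 differed by 0.11 between Tcf1-/- thymi without a tumor and controls (adjusted p = 0.901 from limma), or by 0.57 without Tcf1-/- replicate 1 (adjusted p = 0.185). In lymphomas Lef1 rose in 7 of 8, as the paper states.

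The paper states that c-Myc is high in lymphomas, while here Myc relative to Abl1 did not pass against controls (exact Mann-Whitney U test, p = 0.127). It passed without lymphoma replicate 1 (exact p = 0.0303) and in limma on values relative to Abl1 (unadjusted p = 0.048, or 0.0331 with all 17 arrays), alternatives set beforehand. It also passed without the 4 arrays that stood apart (exact p = 0.0476), a run that drops the calls of Lef1 and Hes1 against controls (exact p = 0.167 for each) and was chosen after seeing the values.

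The paper states that Axin2, Lef1 and Hes1 distinguish tumors from the other groups. Its sentence stands in the account of the principal component analysis. In that analysis here, these genes were among those with the highest loading on the first component (0.33, 0.31 and 0.32), which parted lymphomas from both groups. The tests of single genes gave another picture. Here Axin2 did not pass over all genes in limma against either group (adjusted p = 0.181 and 0.0990), and Lef1 and Hes1 passed against controls but not against Tcf1-/- thymi (adjusted p = 0.158 and 0.153), while Tnfrsf19 and Dtx1 passed against both groups, though not with Y-linked signal as a covariate against Tcf1-/- thymi (adjusted p = 0.512 and 0.728). Axin2 passed against Tcf1-/- thymi in a fit of all 17 arrays (adjusted p = 0.0459) and with array weights (adjusted p = 0.0438), and Hes1 without lymphoma replicate 4 (adjusted p = 0.0109), while with that covariate Hes1 and Lef1 differed by 0.33 and 0.50 (adjusted p = 0.900 and 0.755). The values with that covariate rest on lymphoma replicates 4 and 6 alone, in which Hes1 was at 7.10 and 10.2 and Lef1 at 11.1 and 12.4. With exact tests relative to Abl1, Axin2, Lef1 and Hes1 passed against Tcf1-/- thymi (exact p = 0.00808, 0.0162 and 0.0485), and Hes1 no longer did after adjustment over the 18 comparisons (adjusted p = 0.0727).

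The paper states that Lmo1 was not higher in lymphomas than in Tcf1-/- thymi. Its difference of 2.00 did not pass here either (adjusted p = 0.0931). It passed when adjusted over the 4 oncogenes above the filter on low signals, which leaves out Tal1 and Tal2. No adjustment that includes them is given. Lmo1 also passed in a fit of all 17 arrays (adjusted p = 0.0415) and without lymphoma replicate 1 or lymphoma replicate 4 (adjusted p = 0.0499 and 0.0253). With Y-linked signal as a covariate its difference was 0.59 (adjusted p = 0.847), a value that rests on lymphoma replicates 4 and 6 alone (5.27 and 7.56).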

Other observations

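The runs without the 4 arrays that stood apart were chosen after the results were seen; the test with separate groups of controls was not.

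Tcf1-/- thymi without a tumor had higher signals of early progenitor genes and lower signals of genes of CD4 CD8 double-positive cells than control thymi. Of 13 markers of early thymic progenitors and DN1 cells, 10 rose and none fell (11 when adjusted over the list alone, camera adjusted p = 6.61e-09, or 0.0438 with an estimated correlation), such as the homeobox gene Hhex, by 3.22 (standard error 0.35, adjusted p = 0.000311 from limma). Of 11 markers of double-positive cells, 10 fell and none rose (11 when adjusted over the list alone, camera adjusted p = 1.9e-10, or 0.0438 with an estimated correlation). Among them Cd4 fell by 2.60 (standard error 0.20, adjusted p = 7.11e-05), Cd8a by 1.96 (adjusted p = 0.000806) and the chromatin organizer Satb1 by 2.01 (adjusted p = 0.000311). Of 7 markers of gamma-delta and innate-like T cells, 4 rose and none fell (5 when adjusted over the list alone, camera adjusted p = 6.89e-06, or 0.0438 with an estimated correlation), among them the kinase Blk, by 3.40 (adjusted p = 8.56e-06), and the transcription factors Maf, by 3.52 (adjusted p = 0.000482), and Sox13, by 1.25 (adjusted p = 0.00084). Of 10 interferon response genes, 9 rose and none fell (9 when adjusted over the list alone, camera adjusted p = 4.28e-08, or 0.111 with an estimated correlation), including the regulator Irf7, by 2.59 (adjusted p = 0.00125), and the antiviral gene Rsad2, by 2.52 (adjusted p = 0.00118). Of 13 genes of T-cell receptor signaling, 5 fell and 1 rose (6 and 1 when adjusted over the list alone, camera adjusted p = 0.000288, or 0.0912 with an estimated correlation), with the zeta chain Cd247 falling by 1.65 (adjusted p = 0.000162) and the costimulatory receptor Cd28 by 1.94 (adjusted p = 0.000427). Blk, Hhex, Maf and Irf7 are also expressed by B or myeloid cells, whose markers rose in the same thymi.

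In lymphomas against control thymi, 10 of 11 double-positive markers fell and none rose (11 when adjusted over the list alone, camera adjusted p = 4.42e-11, or 0.0791 with an estimated correlation), such as Cd8b1, by 3.23 (adjusted p = 0.00157). Of 9 markers of mature single-positive cells, 5 fell and none rose (7 when adjusted over the list alone, camera adjusted p = 3.18e-06, or 0.0230 with an estimated correlation), such as the chemokine receptor Ccr7, by 1.95 (adjusted p = 0.00252). Of 11 DN3 markers, 5 rose and 2 fell (7 and 2 when adjusted over the list alone, camera adjusted p = 0.00831, or 0.261 with an estimated correlation). Of 21 DNA replication genes, 4 rose and none fell (8 when adjusted over the list alone, camera adjusted p = 0.00831, or 0.527 with an estimated correlation, and 0.323 without the 4 arrays that stood apart). Of 19 proliferation genes none changed (camera adjusted p = 0.371). As a list they were lower in Tcf1-/- thymi without a tumor than in controls, though none passed singly (list median -0.548, camera adjusted p = 0.00146, or 0.518 with an estimated correlation). They were higher in lymphomas than in those Tcf1-/- thymi, with 1 rising (list median 0.533, camera adjusted p = 0.0220, or 0.655 with an estimated correlation). Against Tcf1-/- thymi without a tumor, 10 of 13 early progenitor markers fell and none rose (10 when adjusted over the list alone, camera adjusted p = 1.07e-10, or 0.00499 with an estimated correlation), as did 9 of 10 B-cell, 10 of 12 macrophage and monocyte, 9 of 9 dendritic cell and 6 of 7 NK-cell markers (9, 11, 9 and 6 when adjusted over the list alone, camera adjusted p = 2e-12, 1.82e-09, 7.01e-13 and 9.57e-10, or 0.0536, 0.217, 0.0536 and 0.0536 with an estimated correlation) and 7 of 16 thymic epithelial markers (7 when adjusted over the list alone, camera adjusted p = 0.000312, or 0.221 with an estimated correlation), among them the cortical epithelial genes Psmb11, by 2.90 (adjusted p = 0.000657), and Prss16, by 2.81 (adjusted p = 0.000694).

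Lymphomas and Tcf1-/- thymi without a tumor changed partly alike against the controls, with 260 genes higher in both (118 expected from independent lists) and 220 lower in both (27.2 expected). Since both comparisons use the same 5 controls, part of such an overlap could come from them. With separate groups of controls for each comparison the genes higher in both were 4.09 and 6.64 times the number expected (29 against 7.09 and 20 against 3.01), which argues against the shared controls as the whole source. The lower of these values decides the test, these groups of controls differ in how many of the arrays that stood apart they hold, and what else the groups share was not tested.

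Across the 8 lymphomas, 4 pairs of genes were tested for correlation and none passed. Hes1 and Dtx1 had a Pearson r of 0.783 (exact permutation p = 0.0748, adjusted p = 0.179) and a Spearman rho of 0.548 (exact permutation p = 0.171, adjusted p = 0.228), and without the 2 lymphomas farthest from the median the r was 0.177. For Lef1 and Axin2 no pooled correlation is given, since the lymphomas form separate clusters in Axin2. The median SD of a gene was 0.398 in lymphomas, 0.315 in controls and 0.257 in Tcf1-/- thymi without a tumor, and 7079 of 13756 genes (51.5%) had their highest SD in lymphomas (6230 without lymphoma replicate 2 to 8016 without Tcf1-/- replicate 1).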
